# Derivation of embryonic stem cells from wild-derived mouse strains by nuclear transfer using peripheral blood cells

**DOI:** 10.1038/s41598-023-38341-0

**Published:** 2023-07-10

**Authors:** Naomi Watanabe, Michiko Hirose, Ayumi Hasegawa, Keiji Mochida, Atsuo Ogura, Kimiko Inoue

**Keywords:** Reprogramming, Embryonic stem cells

## Abstract

Wild-derived mouse strains have been extensively used in biomedical research because of the high level of inter-strain polymorphisms and phenotypic variations. However, they often show poor reproductive performance and are difficult to maintain by conventional in vitro fertilization and embryo transfer. In this study, we examined the technical feasibility of derivation of nuclear transfer embryonic stem cells (ntESCs) from wild-derived mouse strains for their safe genetic preservation. We used leukocytes collected from peripheral blood as nuclear donors without sacrificing them. We successfully established 24 ntESC lines from two wild-derived strains of CAST/Ei and CASP/1Nga (11 and 13 lines, respectively), both belonging to *Mus musculus castaneus*, a subspecies of laboratory mouse. Most (23/24) of these lines had normal karyotype, and all lines examined showed teratoma formation ability (4 lines) and pluripotent marker gene expression (8 lines). Two male lines examined (one from each strain) were proven to be competent to produce chimeric mice following injection into host embryos. By natural mating of these chimeric mice, the CAST/Ei male line was confirmed to have germline transmission ability. Our results demonstrate that inter-subspecific ntESCs derived from peripheral leukocytes could provide an alternative strategy for preserving invaluable genetic resources of wild-derived mouse strains.

## Introduction

The laboratory mouse (*Mus musculus domesticus*) is the most widely used laboratory animal species. It has the great advantages of being small, easy to breed, domesticated to human handling, and with a short generation turnover, usually within three months. Mice have provided experimental models in many research fields since the early 1900s, and more than 400 inbred strains have been established during the past century^1^. In addition, highly reproducible gene-manipulation systems, including transgenic or gene knockout/knockin techniques were established in the 1980s^2^. More recently, the establishment of ground state (naïve) embryonic stem cells (ESCs) with high pluripotent ability has greatly promoted genetics as well as stem cell researchers using mice, especially the standard strain C57BL/6^3^. Importantly, abundant mouse genetic information has been available because of whole genome sequencing technology developed in the 1990s following the human genome project^4^. The high reproductive performance of these mice and the applicability of basic assisted reproductive technologies (ART) such as superovulation and in vitro fertilization (IVF) enable safe cryopreservation and restoration of valuable mouse strains. All these advantages have made the laboratory mouse the most broadly used model animal for a diversity of basic research including immunology, cancer biology, and genetic diseases of humans. On the other hand, such selective breeding based on experimental utility has resulted in a low genetic diversity among laboratory mice that limits the number of polymorphisms available on their genome and phenotypic variability^5^.

To overcome these drawbacks in laboratory mice, recently captured wild mice (wild-derived mice) have been used in many laboratories. These wild-derived mouse strains are now available as inbred strains, ensuring reproducibility of experiments (http://www.informatics.jax.org/ and https://mus.brc.riken.jp/en/). They include different subspecies (*M. m. musculus*, *molossinus*, and *castaneus*) that carry a wide range of genetic polymorphisms and can produce fertile F1 offspring by natural mating with laboratory mice. It is estimated that the common ancestor of subspecies of wild-derived mice divided into these major subspecies one million years ago and spread throughout the Eurasian and African continents^6,7^. Thus, the wild-derived subspecies currently available in laboratories originated from broad areas of continents such as Europe, Russia, China, Southeast Asia, or Japan^8^. Therefore, they have high genetic diversity, contributing to many biomedical research areas using mice, based on their polymorphisms and physiological variations. A typical example is a Japanese wild-derived strain, MSM/Ms (*M. M. molossinus*), which shows unique characteristics such as smaller body size, resistance to high-fat-diet-induced diabetes, high locomotive activity, and resistance to age-onset tumorigenesis^9^. However, wild-derived strains generally have disadvantages including low reproductive performance and difficulty in applying basic reproductive technologies, such as IVF and embryo transfer^10^. Therefore, it is often difficult to collect enough numbers of embryos for cryopreservation of wild-derived strains, resulting in their maintenance as live mice in most laboratories and mouse repository centers. These technical difficulties necessities another genetic backup system to avoid the loss of their invaluable genetic resources.

ESCs are pluripotent stem cells that have ability to give rise to three primary germ layers but not extraembryonic tissues. Due to the recent technical advancements in mouse ESC derivation and maintenance using differentiation-cascade inhibitors^3,11^, the quality of mouse ESCs has greatly improved in conventional strains as well as more specialized strains such as the Non-Obese Diabetic (NOD) mouse strain^12,13^. As a result, maintenance of mouse strains in the form of ESCs is now technically feasible. However, reports on the derivation of ESCs from wild-derived mouse strains are still limited^14^, mainly due to the difficulty in preparing a sufficient number of high-quality blastocysts for ESC derivation.

At present, fertilization-derived embryos are not the sole source for derivation of ESCs. Somatic cell nuclear transfer (SCNT), a technique to produce cloned individuals from differentiated somatic cells, also makes it possible to reconstruct embryos that may be used to establish nuclear transfer ESCs (ntESCs). It has already been demonstrated that ntESCs are identical to fertilized embryo-derived ESCs in their quality as pluripotent stem cells, such as restoration of mice through chimeric mouse production^15–17^. Therefore, derivation of ntESCs from wild-derived mice is expected to be an alternative strategy for their genetic preservation and restoration of the strains, if necessary.

In this study, we aimed to determine whether ntESCs could be established from wild-derived mouse strains, which exhibit low reproductive activity, by inter-subspecies SCNT. We used peripheral blood cells (leukocytes) as nuclear donors that can be collected less invasively. We have previously confirmed that the genome of peripheral leukocytes can be fully reprogrammed to produce cloned mice^18^. Here, we show successful establishment of inter-subspecies ntESC lines from wild-derived strains, giving rise to offspring through germline transmission. Our results indicate that generation of inter-subspecies ntESCs provides an alternative strategy for preserving invaluable genetic resources of wild-derived mouse strains.

## Results

### Establishment of ntESCs using leukocytes from wild-derived strains

As a preliminary experiment, we first compared SCNT embryos derived from cumulus cells and peripheral blood cells for the efficiencies of preimplantation stage development and ntESC establishment using laboratory mice. We collected these donor cells from B6D2F1 mice, the most commonly used laboratory mouse strain for SCNT nuclear donors. The cleavage rates of leukocyte-derived embryos were 52% and 41% in males and females, respectively, being significantly lower than those of SCNT female embryos from cumulus cells mainly because of cytoplasmic fragmentation of reconstructed oocytes shortly after activation (85%, Table 1). This was most likely due to the frequent failure of nuclear membrane breakage of leukocytes at nuclear transfer, consistent with our previous study^18,19^. The developmental rate into blastocysts of leukocyte-derived embryos was 26% (13/50) and 40% (23/58) per cleaved embryo in males and females, respectively, which was comparable to that of cumulus-derived embryos (41/127, 32%). When these blastocysts were transferred into ESC culture medium containing 15% KSR and 2i/LIF, 8/13 (62%) and 14/23 (61%) of them successfully developed into ntESC lines in males and females, respectively. We could also establish ntESC lines from cumulus-derived blastocysts (6/17, 35%). From these results, we confirmed that leukocytes could be used for ntESC establishment as reported for cumulus cells. Next, we attempted to use peripheral leukocytes from wild-derived strains, CAST/Ei (CAST, Fig. 1A) and CASP/1Nga (CASP, Fig. 1B), as nuclear donors. They belong to *M. m. castaneus*, a subspecies of laboratory mice (*M. m. domesticus*) (see Fig. 1C for the genealogical tree) and their maintenance is relatively inefficient due to their low reproductive performance even with ART^10^. Donor leukocytes of these wild-derived mice could be readily isolated by treating the whole blood cells with RBC-lysing buffer (Fig. 1D, see “Methods”). After nuclear transfer, 50–64% of reconstructed embryos developed into 2-cells, irrespective of sex and strain (Table 1). Of them, 17% and 8% in CAST and 31% and 18% in CASP male and female embryos, respectively, reached blastocysts, which were comparable with those of B6D2F1 donor experiments (Table 1). Finally, we could obtain 11 (8 male and 3 female) and 13 (5 male and 8 female) ntESC lines from CAST and CASP mice, respectively (Table 1, Fig. 1E).

**Table 1:** Developmental efficiencies of SCNT embryos and ntESC derivation.

Strain (*Species name*)	Donor cell	Sex	No. embryos cultured	No. embryos at 24 h (%/No. cultured)		No. blastocysts (%/No. 2-cell)	No. established ntESC lines (%/No. blastocysts)
				Fragmentation	2-cell		
B6D2F1 (*M. m. domesticus*)	Cumulus	F	150	18 (12)^a,b^	127 (85)^a^	41 (32)^a^	6/17 (35)^b^
	Leukocyte	M	96	30 (31)^a′^	50 (52)^a′^	13 (26)	8 (62)
	Leukocyte	F	140	64 (46)^a′,c^	58 (41)^a′,c,d^	23 (40)^c,d^	14 (61)
CAST/Ei (*M. m. castaneus*)	Leukocyte	M	166	59 (36)^b′^	83 (50)^a′^	14 (17)^a′^	8 (57)
	Leukocyte	F	88	33 (38)^b′^	51 (58)^d′^	4 (8)^a′,c′^	3 (75)
CASP/1Nga (*M. m. castaneus*)	Leukocyte	M	68	18 (26)	42 (62)	13 (31)	5 (38)
	Leukocyte	F	88	24 (27)^c′^	56 (64)^c′^	10 (18)^b′,d′^	8 (80)^b′^

a, a′ p < 0.01; b, b′ p < 0.05 as compared with B6D2F1 cumulus clone.

c, c′ p < 0.01; d, d′ p < 0.05 as compared with same sex.

**Figure 1:**
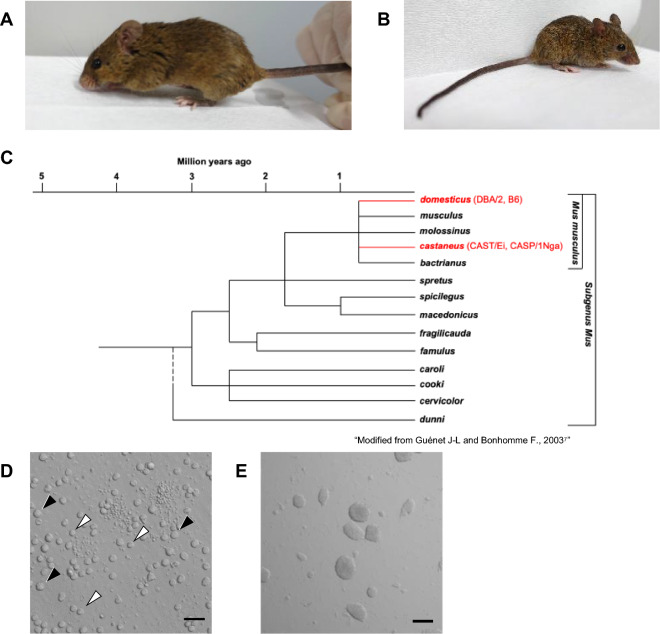
Two wild-derived mouse strains (*Mus musculus castaneus*) were used in this study. CAST/Ei (**A**) and CASP/1Nga (**B**). Both strains have agouti coat color and smaller body weight than laboratory mice. (**C**) The phylogenetic tree of mouse subspecies strains. CAST and CASP divided from laboratory mice one million years ago, but within the same *M. musculus* species as *domesticus* (DBA/2 and B6). (**D**) Donor cell nuclei collected from caudal vein peripheral blood. Black arrowheads indicate leukocytes (putative granulocytes and monocytes) used as nuclear donors. White arrowhead: lymphocytes that have smaller cell sizes than granulocytes and monocytes. Bar = 20 µm. (**E**) ntESCs established from leukocytes SCNT embryos. Bar = 200 µm.

### Gene expression patterns and the chromosomal integrity in the inter-subspecies ntESC lines

In the next series of experiments, we determined characteristics of the ntESC lines established from leukocytes from two wild-derived subspecies strains. All ntESC lines showed typical ESC colonies with a compacted, dome-shape morphology (Fig. 1E). They expressed mouse pluripotency markers, *Sox2* and *Oct3/4*, as determined by qRT-PCR (Fig. 2A,B) and both genes were more enhanced in all ntESC lines than control mouse embryonic fibroblasts (MEF). Pluripotency gene expression was also confirmed by RNA-seq analysis (below).

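Pou5f1, the gene for the pluripotency factor Oct3/4, stood at 826 ± 86.1 CPM (counts scaled by library size, mean ± SD) in 10 ntESC lines and had no count in either of 2 fibroblast libraries. The lines came from B6D2F1 (n = 2), CAST (n = 4) and CASP (n = 4) mice, and the fibroblasts were 1 culture of B6D2F1 embryonic fibroblasts (MEF) and 1 of CAST tail-tip fibroblasts (TTF). With 3 counts per library as the floor, Pou5f1 (ENSMUSG00000024406, chromosome 17 of GRCm38, 35506018 to 35510772) was at least 10462-fold higher in the ntESC lines (edgeR adjusted p = 3.1e-10). Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) encodes the partner of Oct3/4 on many target genes and stood at 274 ± 77.9 CPM (n = 10) against 8.46 ± 12.0 CPM (n = 2). Its log2 fold change was 4.97 (SE 1.34, edgeR adjusted p = 0.00753). The fibroblast reads came from the MEF library (16.9 CPM), with 0 in the TTF library. Nanog, a factor that keeps ESCs self-renewing, was higher by 11.06 (SE 0.46, adjusted p = 9.1e-09), with 494 ± 60.1 against 0.228 ± 0.161 CPM. Canx, the gene for the chaperone calnexin to which the paper normalized its qRT-PCR, stood at 711 ± 82.3 CPM in the ntESC lines and 802 ± 137 CPM in the fibroblasts. Canx did not pass the test (log2 fold change -0.23, SE 0.15, edgeR adjusted p = 0.225). With a coefficient for each strain and each fibroblast library the change was -0.21. That fit called Canx lower, but it holds no spread between fibroblast libraries.

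Of 16 core pluripotency genes listed beforehand, 16 were higher in the ntESC lines (16 adjusted over the list alone). Tdgf1, which encodes a coreceptor for Nodal, Zfp42 (Rex1), a marker of undifferentiated cells, and Dppa2, which primes developmental promoters, had no fibroblast count and were at least 5530-fold, 4247-fold and 1078-fold higher. Of 16 genes of naive pluripotency, the state of the preimplantation epiblast, 13 were higher and 3 did not pass (15 higher adjusted over the list alone). The maternal factor gene Dppa3, the AKT coactivator gene Tcl1, and the transcription factor genes Prdm14 and Spic were at least 866-fold, 499-fold, 476-fold and 235-fold higher, each listed at 0 in both fibroblast libraries. Of 14 genes of formative and primed pluripotency, the later states of the epiblast, 9 were higher and 5 did not pass (9 higher adjusted over the list alone). Without the MEF library this count rose. Nodal, a signal for the early epiblast, stood at 154 ± 62.6 CPM in the ntESC lines against 0.0382 ± 0.0540 CPM, and Otx2, a driver of the formative state, at 34.7 ± 19.7 against 1.18 ± 1.67 CPM. The homeobox gene Hesx1 was at least 84.2-fold higher, and Wnt8a, a Wnt ligand, stood at 2.39 ± 1.55 against 0.0191 ± 0.0270 CPM. As sets, the core and naive lists were higher than other genes by camera with a preset correlation (adjusted p = 1.4e-32 and 1.3e-15) and also with an estimated correlation (0.00274 and 0.00112). The formative list was higher with the preset correlation only (adjusted p = 2.6e-05, adjusted p = 0.254 with an estimated correlation).

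The fibroblast group holds only 2 libraries that differ in strain, age and tissue. In counts simulated with the spread of these libraries, 9% of genes changed by 1 on the log2 scale and 45% of genes changed by 2 were recovered. Only 200 genes were changed there, far fewer than were called in the data. The adjusted threshold was thus stricter in the simulation, and these shares may be too low for the data. A pluripotency gene that did not pass is still not shown to be equal.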

**Figure 2:**
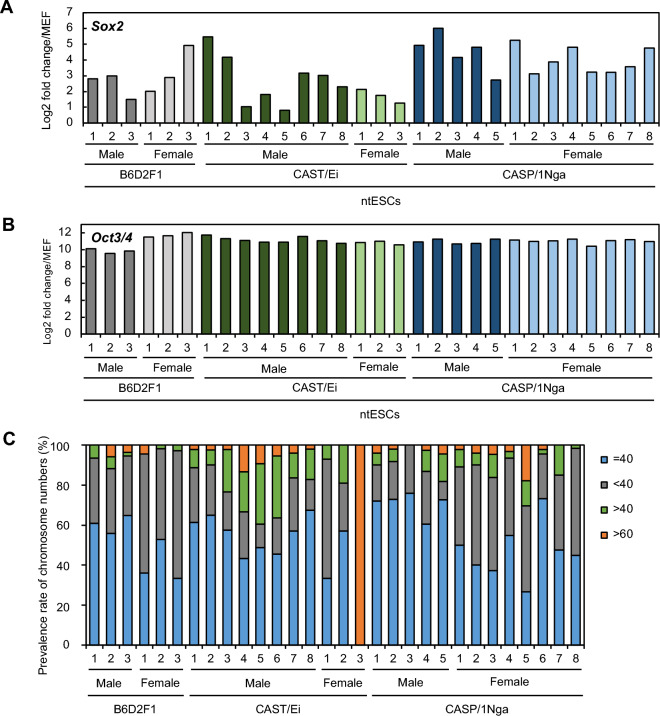
(**A**,**B**) Relative gene expression levels of pluripotent marker genes, *Sox2* (**A**) and *Oct3/4* (**B**). Gene expression levels were normalized with *Canx*. (**C**) Chromosome numbers of established ntESC lines. 2n = 40 (light blue) is the normal chromosome number.

The proportion of cells with the normal karyotype (n = 40) in the control B6D2F1 leukocyte-derived ntESC lines was 56–65% and 33–53% in males and females, respectively (Fig. 2C). In male CAST ntESC lines, the range of the normal karyotype was 43–67%, while that in male CASP ntESC lines was 61–76%, which was higher than that of the control male BDF1 lines (Fig. 2C). In female lines, the proportion cells with the normal karyotype was more variable, ranging from 1 to 57% in CAST and from 27 to 73% in CASP, because of the presence of low-quality lines such as one line having more than 99 chromosomes in single cells (Fig. 2C). This is consistent with the fact that the number of chromosomes was generally less stable in female mouse ESC lines than in the male mouse ESC lines^20^.

We next performed genome-wide gene expression analysis by RNA sequencing using two male (#M2 and #M8 in CAST, #M3 and #M5 in CASP) and two female (#F1 and #F2 in CAST, #F4 and #F6 in CASP) ntESC lines with the normal karyotype from each strain. One male and one female leukocyte-derived ntESC line from B6D2F1 mice were used as controls. 

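Poly(A) RNA was measured in 13 cultures, 1 library each: the 10 ntESC lines, 1 ESC line from a fertilized B6D2F1 embryo, 1 MEF culture from B6D2F1 and 1 TTF culture from CAST. An ntESC line grows from a blastocyst made by placing a donor nucleus, here of a blood leukocyte, into an oocyte without its own nucleus. The sequenced lines were B6D2F1 #M3 and #F2, CAST #M2, #M8, #F1 and #F2, and CASP #M3, #M5, #F4 and #F6, where M and F give the donor's sex. B6D2F1 is a hybrid of laboratory strains, whereas CAST and CASP are wild-derived Mus musculus castaneus strains. The labels name each line as a separate culture. Repeat libraries of a line were not made, so the spread within a strain is that between lines, and the p-values measure only the spread between these samples.

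Each count is a whole number for 1 gene, as the authors quantified it with StringTie. The counts summed to 37477779 and 38513674 in B6D2F1 #M3 and #F2, and to 37275727, 45686935, 39444820 and 45690960 in CAST #M2, #M8, #F1 and #F2. The sums were 34275417, 35061423, 38773984 and 33395162 in CASP #M3, #M5, #F4 and #F6, and 40957481, 49968894 and 46052068 in the ESC, MEF and TTF libraries. At this depth 3 counts in a library correspond to 0.0573 to 0.0926 CPM, the floor under which no level can be told from 0. The 20 most abundant genes took 7.01 to 9.62% of the counts of a library. Spearman's correlation across genes was 0.973 to 0.988 between lines of a strain and 0.930 to 0.958 between lines of different strains, though genes are not independent replicates.

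The sex in the labels was checked on the counts. The 6 listed Y-linked genes summed to 153 to 183 CPM in the 5 male ntESC lines and to 0.0263 to 0.627 CPM in the 5 female lines. Xist, the RNA that silences an X chromosome in differentiated female cells, stood at 7.85 to 29.8 CPM in the ntESC lines of either sex and at 498 CPM in the MEF library.

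Counts were scaled with TMM factors and compared with edgeR's quasi-likelihood test, with sex as a covariate between strains. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested, and 0.05 was the threshold. All reads had been aligned to GRCm38, the genome of the laboratory strain C57BL/6J. Reads of castaneus alleles that differ from this reference can be lost or assigned to another copy of a gene. How far this moved a single gene was not measured on the reads. Parent genes are set beside their pseudogenes in the closing section.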

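Against the MEF and TTF libraries, 4929 genes were higher and 5897 lower in the 10 ntESC lines, of 20896 tested. Besides the pluripotency genes Pou5f1, Tdgf1 and Zfp42, the largest rises were in Tdh, which turns threonine into fuel for one-carbon metabolism in mouse ESCs, and Calcoco2, an autophagy receptor gene. Both were listed at 0 in the fibroblasts and at least 2903-fold and 2773-fold higher in the ntESC lines. Among the largest falls, Esm1, an endothelial proteoglycan gene, stood at 0.0153 ± 0.0345 CPM in the ntESC lines (n = 10) against 232 ± 322 CPM (n = 2), of which 460 CPM were in the TTF and 3.91 CPM in the MEF library. The endothelial lectin gene Clec1a stood at 0.0125 ± 0.0395 against 115 ± 162 CPM, and Fabp7, which carries fatty acids in neural progenitors, at 0.00525 ± 0.0166 against 46.7 ± 62.6 CPM. Ppbp and Clec1b, a chemokine and a receptor gene of platelets, had no count in any ntESC line and were at least 147-fold and 142-fold lower. Scaling by library size alone moved the median log2 fold change of all genes from 0.07 to 0.21 in this comparison, a shift of 0.14. The counts then became 5315 higher and 5250 lower, so the balance of rises and falls depends on the scaling here too.

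Among the ntESC lines, CAST had 3516 genes higher and 3093 lower than B6D2F1, and CASP 3625 and 3547, of 20226 tested. CASP had 3077 genes higher and 3313 lower than CAST. Scaled by library size only, the counts were 3952 and 2553 in CAST, 3771 and 3323 in CASP, and 2676 and 3712 in CASP against CAST, so the balance of rises and falls depends on the scaling. Lncenc1, a long noncoding RNA of naive ESCs, stood at 105 ± 3.81 CPM in B6D2F1 lines (n = 2), 0.0530 ± 0.0639 in CAST (n = 4) and 0.455 ± 0.232 in CASP lines (n = 4). Its log2 fold change was -10.78 (SE 0.53, edgeR adjusted p = 3.8e-07) in CAST and -7.86 (SE 0.44, edgeR adjusted p = 6.7e-07) in CASP. The sperm protein gene Crisp1 had no count in CAST lines and was at least 75.1-fold lower than in B6D2F1, and Igsf23, an immunoglobulin family gene, was lower by log2 fold change -7.30. The lipoprotein gene Apoc2, the pseudogene Rps15a-ps8, the cytochrome gene Cyp2b23 and the coiled-coil gene Ccdc7a had no count in CASP lines. They were at least 127-fold, 112-fold, 88.0-fold and 77.4-fold lower than in B6D2F1. In CAST, Rps15a-ps8 and Ccdc7a fell by 8.62 and 7.36 on the log2 scale.

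Guca1a, a photoreceptor cyclase activator gene, Ankrd1, a target of the Hippo pathway, and the lectin-related Clec2f had no count in B6D2F1 and were at least 118-fold, 91.9-fold and 84.1-fold higher in CASP lines. The pseudogene Dppa3-ps rose by 9.50 in CAST and 9.89 in CASP against B6D2F1, and Rpl12-ps1 rose by 10.28 in CASP. In CAST, Rpl10a-ps4, Rps12-ps10 and Rps15-ps2 rose by 8.81, 7.95 and 7.15, and the myeloid chemokine gene Ccl9 by 7.90. Clec2f also had no count in CAST lines and was at least 89.0-fold higher in CASP (6.86 ± 2.01 CPM, n = 4). Trp73, a p53 family factor, stood at 3.56 ± 1.10 CPM in CASP against 136 ± 42.8 CPM in CAST (log2 fold change -5.25, SE 0.28, edgeR adjusted p = 8.6e-07). The cation channel gene Trpm1 stood at 1.13 ± 0.356 against 74.9 ± 15.1 CPM, and Triml2, a neighbour of Zfp42 on chromosome 8, at 0.381 ± 0.226 against 73.6 ± 7.43 CPM. Ccl9 and the tubulin gene Tuba3b fell by 6.38 and 4.99 in CASP against CAST. Rpl12-ps1, the peroxiredoxin-like Prxl2b, the nonclassical MHC gene H2-T3 and the zinc-finger gene Zbtb9 rose by 9.34, 8.03, 7.75 and 6.73. Genes of chromosome 8 were higher by a median of 0.50 in CASP #F4 and those of chromosome 2 by 0.52 in CASP #F6. Ccdc7a and Triml2 lie on the former, and Rps12-ps10 and Rpl10a-ps4 on the latter.

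On the 2000 genes of highest variance, complete-linkage clustering of log2(CPM + 1) parted the MEF and TTF from all other libraries first. The B6D2F1 lines, the CAST lines and the CASP lines each formed a branch of their own. The ESC library joined the B6D2F1 lines, and CAST joined CASP. The Euclidean distance was 23.9 between the B6D2F1 lines, 18.8 to 28.2 between CAST lines and 23.2 to 33.6 between CASP lines. It was 52.2 to 58.2 between CAST and CASP, 65.0 to 68.7 between B6D2F1 and CAST, 70.5 to 74.9 between B6D2F1 and CASP, and 166 to 210 between ntESC lines and fibroblasts. The ESC library lay 37.0 to 40.5 from the B6D2F1 lines, and the MEF 138 from the TTF. On the 2000 genes of highest variance among the 10 ntESC lines, strain took 83.7% of their summed squared distances (exact permutation p = 6.3e-04, the smallest possible). It took 74.5% on all genes, and 78.0% with protein-coding genes only, a setting chosen after the data had been seen. On the first set of genes, the largest share under any other labelling was 57.8%. Sex took 4.74% (exact permutation p = 0.722, and 0.0278 when sex was permuted within each strain, the smallest possible there and chosen after the first was seen).

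Leaving out B6D2F1 #M3 or #F2 leaves a lone B6D2F1 line, which is assumed to vary like the other groups. The 6609 genes called between CAST and B6D2F1 became 2924 and 3269, and the 7172 between CASP and B6D2F1 became 3688 and 3789. The labels give no batch of culture or sequencing, so one that followed the strains is not separable from them.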

A hierarchical clustering analysis revealed that all the ntESC lines were primarily separated from tail-tip and embryonic fibroblast cells and were secondarily separated from each other based on the strains (Fig. 3A). However, the expression patterns of pluripotency marker genes of ntESC lines of CAST and CASP were indistinguishable from those of B6D2F1 ntESCs or fertilization-derived ESCs, indicating that they were of the same quality in terms of pluripotency gene expression (Fig. 3B). 

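Pou5f1 stood at 719 ± 13.0 CPM in B6D2F1 ntESC lines (mean ± SD, n = 2), 798 ± 43.0 in CAST (n = 4) and 908 ± 51.6 in CASP lines (n = 4), and at 641 CPM in the fertilization-derived ESC library. The log2 fold change against B6D2F1 was 0.14 in CAST (SE 0.09, edgeR adjusted p = 0.240) and 0.32 in CASP (SE 0.09, edgeR adjusted p = 0.0157). The CASP call was lost without B6D2F1 #M3 (adjusted p = 0.0776) or #F2 (0.117). Against CAST, Pou5f1 in CASP changed by 0.18 (adjusted p = 0.0722), and it passed without CASP #F4 (0.24, adjusted p = 0.0275) and among protein-coding genes only (0.20, adjusted p = 0.0486), a setting chosen after the data had been seen. Sox2 was lower in CAST (187 ± 13.3 CPM) than in B6D2F1 (329 ± 3.13 CPM), with a log2 fold change of -0.83 (SE 0.10, edgeR adjusted p = 2.3e-04), and not different in CASP by this test (334 ± 33.9 CPM, 0.01, adjusted p = 0.968). The ESC library had 251 CPM of Sox2. Nanog stood at 505 ± 23.0, 473 ± 59.2 and 510 ± 78.5 CPM in B6D2F1, CAST and CASP and at 478 CPM in the ESC library, and passed against B6D2F1 in neither strain (adjusted p = 0.626 and 0.995). Canx was lower in CASP (628 ± 27.2 CPM) than in CAST (774 ± 57.2 CPM; -0.31, adjusted p = 0.00802) and B6D2F1 (753 ± 42.0 CPM; -0.28, adjusted p = 0.0275). The latter call was lost without B6D2F1 #M3 (0.143), #F2 (0.230) or CASP #M5 (0.0514) and with a mean CPM of at least 5 (0.0718), and both calls without CASP #F4 and #F6, a setting chosen after the data had been seen (0.143 and 0.0725). Canx in CAST against B6D2F1 did not pass (0.03, adjusted p = 0.839).

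Tdgf1 (ENSMUSG00000032494, chromosome 9, 110939603 to 110946158), the Nodal coreceptor gene, stood at 94.8 ± 23.4 CPM in CAST against 667 ± 34.5 in B6D2F1 and 663 ± 75.4 in CASP. The fall in CAST was -2.82 against B6D2F1 (SE 0.18, edgeR adjusted p = 2.8e-06). Pecam1 (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628), an adhesion molecule of naive cells, stood at 6.90 ± 2.41 CPM in CASP against 145 ± 9.62 in B6D2F1 and 206 ± 17.6 in CAST. Its log2 fold change in CASP was -4.42 against B6D2F1 (SE 0.24, edgeR adjusted p = 5.3e-07) and -4.92 against CAST. Zfp42 (ENSMUSG00000051176, chromosome 8, 43295063 to 43306980) stood at 117 ± 1.45 CPM in B6D2F1, 195 ± 32.7 in CAST and 585 ± 117 in CASP. It rose by 2.30 in CASP (SE 0.21, edgeR adjusted p = 2.1e-05), and CASP #F4, in which chromosome 8 genes stood higher as a group, had the highest level (754 CPM). The rise of 0.73 in CAST was not called without B6D2F1 #M3 (0.80, adjusted p = 0.0894) or #F2 (0.67, adjusted p = 0.131), with a log2 fold change of similar size. Dppa3, a maternal factor gene, rose from 20.2 ± 7.10 CPM in B6D2F1 to 118 ± 7.21 in CAST and 42.7 ± 7.07 in CASP.

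Over the core, naive and formative lists, 7 genes were higher and 14 lower in CAST than in B6D2F1 of 46 tested, 14 and 11 in CASP, and 21 and 9 in CASP against CAST. Adjusted over the list alone, the counts were 7 and 14, 14 and 11, and 22 and 10. Of all 20226 genes tested, 6609, 7172 and 6390 were called in these 3 comparisons. In the core list 2 genes were higher and 6 lower in CAST, 8 and 2 in CASP, and 11 and 1 in CASP against CAST (12 and 1 adjusted over the list alone). Besides the genes above, the zinc-finger gene Zfp296 fell by 1.16 in CAST and rose by 1.39 in CASP and by 2.55 in CASP against CAST. Utf1, a chromatin-bound factor gene, rose by 1.06 in CASP, and the RNA-binding Dppa5a fell by 1.12 there, a call lost without B6D2F1 #M3 (adjusted p = 0.224), #F2 (0.0671) or CASP #M5 (0.0607). CASP against CAST, Tdgf1 rose by 2.79 and Sox2 by 0.83. In the naive list 1 gene was higher and 6 lower in CAST, 3 and 6 in CASP, and 6 and 4 in CASP against CAST. The homeobox gene Gbx2 fell by 1.82 in CAST and 1.63 in CASP, calls lost without B6D2F1 #F2 (adjusted p = 0.0528 and 0.0818). With the ESC library in the B6D2F1 group the falls shrank to 1.23 and 1.04 and were not called (adjusted p = 0.149 and 0.202). In CAST the nuclear receptor gene Nr0b1 fell by 1.26 and Tcl1 by 1.07. Fbxo15, an Oct3/4 target, stood at 49.3 ± 63.4 CPM in CASP, where #F6 alone had 144 CPM, against 247 ± 2.70 in B6D2F1. Its fall of 2.61 in CASP was not called without B6D2F1 #M3 (-2.05, adjusted p = 0.142) or #F2 (-3.11, 0.0505) or CASP #M3 (-2.34, 0.0504) or #M5 (-2.29, 0.0520). Against CAST it fell by 3.09.

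In the formative and primed list 4 genes were higher and 2 lower in CAST, 3 and 3 in CASP, and 4 and 4 in CASP against CAST (4 and 5 adjusted over the list alone). The neural and kidney factor gene Sall1, also on chromosome 8, fell by 1.65 in CAST and rose by 1.92 in CASP against CAST, while the de novo methyltransferase gene Dnmt3a rose by 1.06 in CAST and by 0.95 in CASP against B6D2F1. Fgf5, a marker of the primed state, rose by 1.57 in CAST, a call lost without B6D2F1 #M3 (adjusted p = 0.111), #F2 (0.175) or CAST #M2 (0.0564). The Wnt ligand gene Wnt8a rose by 1.41 in CAST, a call lost without B6D2F1 #M3 (0.146), #F2 (0.176), CAST #M2 (0.0643) or CAST #F2 (0.0712). In CASP, Otx2 rose by 1.66 and Nodal by 1.28, and Sox3 fell by 1.59, a call lost without B6D2F1 #F2 (adjusted p = 0.0556). As a set, the core list was higher in CASP than in CAST by camera (adjusted p = 5.4e-06, adjusted p = 0.569 with an estimated correlation). The naive list had a median log2 fold change of 0.22 and a mean of -0.26 in CASP against CAST, and the formative list -0.15 and -0.05 with a camera direction upward. Neither list passed by camera.

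The mean log2(CPM + 1) of the core list was 7.70 in B6D2F1, 7.36 ± 0.16 in CAST and 8.08 ± 0.07 in CASP lines, and 7.08 in the ESC library. CASP exceeded CAST by 0.72, each CASP line above each CAST line (exact two-sided permutation p = 0.0286, 0.131 adjusted over 23 lists). CAST differed from B6D2F1 by -0.34 (exact p = 0.133) and CASP by 0.38 (exact p = 0.0667, the smallest that 4 against 2 lines allow). For the naive list the values were 6.90, 6.67 ± 0.11 and 6.39 ± 0.09, and 6.19 in the ESC library. CASP differed from CAST by -0.28 (exact p = 0.0286, 0.131 adjusted over the 23 lists, and exact p = 0.0571 without any single CASP line), CAST from B6D2F1 by -0.23 (exact p = 0.133) and CASP from B6D2F1 by -0.51 (exact p = 0.0667). For the formative list the differences were 0.13, 0.16 and 0.04 (exact p = 0.333, 0.2 and 0.714) for CAST against B6D2F1, CASP against B6D2F1 and CASP against CAST.

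A gene that did not pass is not shown to be equal, so the 95% interval of each log2 fold change was set against the range of -1 to 1. The whole interval lay within it for 26 of 46 genes in CAST and 25 in CASP against B6D2F1, and for 24 in CASP against CAST. It lay wholly outside for 4, 4 and 8. Without B6D2F1 #M3 or #F2, the counts within the range became 16 and 16 in CAST, and 15 without #M3 in CASP. Genes called became 12 and 13 in CAST and 13 and 12 in CASP. Likewise, called core genes became 4 and 5 in CAST and 5 and 3 in CASP. Called naive genes in CASP became 4 without #M3. Called formative genes became 2 and 3 in CAST, 3 without CAST #M2, and 3 in CASP without B6D2F1 #F2. The paper sets the pattern of these markers in Fig. 3B beside that of B6D2F1 ntESC and fertilization-derived ESC lines, states that they could not be told apart, and concludes that the CAST and CASP lines were of the same quality in pluripotency gene expression.

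**Figure D1:**
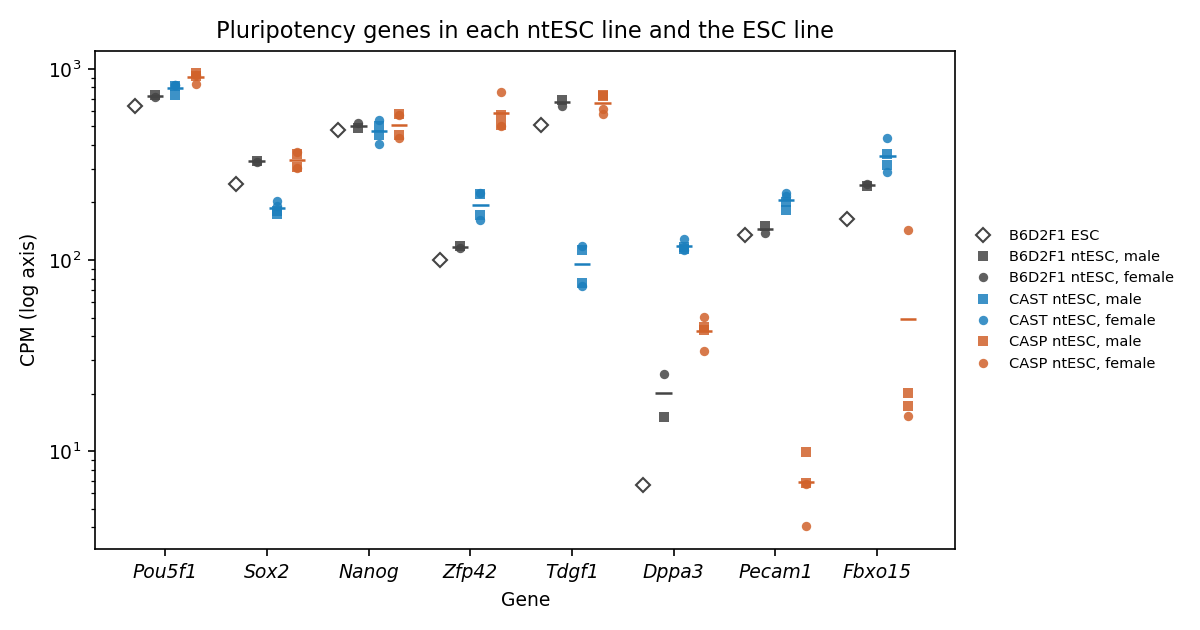
CPM of Pou5f1, Sox2, Nanog, Zfp42, Tdgf1, Dppa3, Pecam1 and Fbxo15 in each ntESC line (squares, male; circles, female) by strain, with the mean of each strain as a bar and the ESC library as a diamond, on a logarithmic axis.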

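Fibroblast genes were far lower in the 10 ntESC lines than in the MEF and TTF libraries: 19 of 20 listed genes were lower and 1 did not pass (19 lower adjusted over the list alone). S100a4, a calcium-binding protein gene of motile cells, stood at 0.395 ± 0.234 CPM in the ntESC lines (n = 10) against 1571 ± 2217 CPM (n = 2), and the smooth-muscle actin gene Acta2 at 4.53 ± 2.06 against 2693 ± 2890 CPM. The mesenchymal factor genes Twist2 and Prrx1 stood at 0.218 ± 0.144 against 39.3 ± 29.8 CPM and at 2.24 ± 1.25 against 352 ± 117 CPM. Col1a1, the collagen gene by which MEF feeder cells would show, stood at 17.0 to 106 CPM in the ntESC lines, 56.3 CPM in the ESC, 1645 CPM in the MEF and 1872 CPM in the TTF library. As a set the fibroblast list was lower by camera (adjusted p = 7.7e-18, and 0.0234 with an estimated correlation).

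Of 56 endoderm, mesoderm, ectoderm and trophoblast genes tested, 7 were higher and 21 lower in the ntESC lines (6 and 21 adjusted over the list alone). In the endoderm list 1 of 15 was higher and 4 lower (0 and 4 adjusted over the list alone). Pdgfra, a receptor gene of primitive endoderm, stood at 3.06 ± 1.02 against 186 ± 160 CPM, and the uptake receptor gene Cubn at 0.895 ± 0.655 against 10.1 ± 9.16 CPM, a fall not called without the TTF library (adjusted p = 0.0674). The falls of the apolipoprotein gene Apob (-2.97) and of Gata6 (-2.31), a driver of primitive endoderm, rested on the MEF library. Without it they turned to 3.13 (adjusted p = 0.0101) and 1.53 (adjusted p = 0.108), and limma on the authors' normalized values called neither (adjusted p = 0.477 and 0.316). In the mesoderm list 3 of 16 were higher and 5 lower (3 and 5 adjusted over the list alone): the brachyury gene T stood at 5.33 ± 4.18 against 0.105 ± 0.148 CPM, and the homeobox genes Meis1 and Lhx1 at 0.835 ± 0.419 against 50.6 ± 59.3 CPM and 0.280 ± 0.162 against 10.6 ± 12.2 CPM. Fgf8, a gastrulation signal, had no fibroblast count and was at least 7.08-fold higher, but was not called by limma (adjusted p = 0.0766). The edgeR call was also lost without the MEF or the TTF library. The estimated log2 fold changes were 7.45 and 7.51 there, against 7.48 with both.

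In the ectoderm list 0 of 15 were higher and 10 lower (0 and 10 adjusted over the list alone), among them the neural genes Zic1 (0.365 ± 0.231 against 67.3 ± 65.7 CPM), Pax3 (0.0548 ± 0.0774 against 8.15 ± 10.2 CPM) and Map2 (3.45 ± 1.43 against 98.1 ± 116 CPM). In the trophoblast list 3 of 10 were higher and 2 lower (3 and 2 adjusted over the list alone), and 8 were called without the MEF library. The placental homeobox genes Esx1 (5.88 ± 3.12 against 0.0573 ± 0.0810 CPM) and Cdx2 (1.23 ± 0.605 against 0.0263 ± 0.0372 CPM) were higher, as was the factor gene Ascl2 by 3.00 on the log2 scale, and Gata3 (0.694 ± 0.362 against 9.81 ± 3.40 CPM) was lower. None of these 4 lists differed from other genes by camera (adjusted p = 0.474, 0.544, 0.129 and 0.615). The trophoblast list had a median log2 fold change of -0.53 and a mean of 0.52. Cubn and Gata3 lie on chromosome 2, which stood higher in CASP #F6.

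Between strains, 13 of 53 such genes tested were higher and 6 lower in the 8 castaneus lines, the mean of CAST and CASP, than in B6D2F1 (16 and 6 adjusted over the list alone). Of all 20226 genes tested, 3488 were higher and 3480 lower, so the share of these 53 that was called was near that of genes at large. Dab2, an endocytic adaptor gene of extraembryonic endoderm, stood at 54.6 ± 34.6 CPM (n = 8) against 2.33 ± 0.869 (n = 2; log2 fold change 4.37, SE 0.48, edgeR adjusted p = 8.6e-05). Olig2, a gene of neural progenitors, stood at 0.0303 ± 0.0432 against 4.83 ± 1.74 CPM (-7.29, SE 0.67, edgeR adjusted p = 2.6e-05). Endoderm genes were 2 higher and 1 lower of 14, mesoderm genes 6 and 0 of 16, ectoderm genes 2 and 4 of 14 and trophoblast genes 3 and 1 of 9. Adjusted over the list alone they were 2 and 1, 6 and 0, 2 and 4, and 6 and 1. The liver factor gene Hnf4a fell by 2.11, and Lhx1 rose by 3.51, the somite gene Mesp2 by 3.24, T by 2.70 and the growth factor gene Bmp4 by 1.95. The neurogenic gene Neurod1 rose by 3.83 and the neuronal tubulin gene Tubb3 fell by 1.72. The keratin genes Krt18 and Krt8 rose by 2.45 and 2.16 and the trophoblast factor gene Gata2 by 2.25. Some of these levels stayed low in the castaneus lines, with 0.344 ± 0.102 CPM for Lhx1, 1.57 ± 1.10 for Mesp2, 6.42 ± 3.96 for T and 3.68 ± 3.85 for Neurod1. Dab2 stood well above them. Hnf4a and Neurod1 lie on chromosome 2 and Tubb3 on chromosome 8, which stood higher in CASP #F6 and CASP #F4. The ectoderm list had a median log2 fold change of 0.13 and a mean of -0.11.

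The lines grew on MEF feeders. Of 20 fibroblast genes listed, 5 were higher and 0 lower in the castaneus lines than in B6D2F1 (4 and 0 adjusted over the list alone), with a median log2 fold change of 1.02, and 1 was called without #M3 and 1 without #F2. As a set they did not differ from other genes (camera adjusted p = 0.203, and 0.822 with an estimated correlation). Pdgfrb, a receptor gene of mesenchymal cells, rose by 1.64, a call lost with the ESC library in the B6D2F1 group (0.84, adjusted p = 0.103). The surface antigen gene Thy1 rose by 1.44 (adjusted p = 0.110 and 0.0764 without #M3 or #F2). The mean log2(CPM + 1) of the list was 2.30 in B6D2F1, 3.04 ± 0.46 in CAST and 2.84 ± 0.62 in CASP lines, and castaneus lines did not differ from B6D2F1 by exact permutation (p = 0.178). Feeders were removed by plating before RNA extraction, and expression in any cells left over was not separated from expression in the lines.

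With the ESC library in the B6D2F1 group, the change fell to 0.57 for Lhx1 (adjusted p = 0.616), 0.52 for Mesp2 (0.675), 0.55 for Neurod1 (0.655) and 0.76 for Gata2 (0.360), and Tubb3 was not called (-1.17, adjusted p = 0.111). Without B6D2F1 #M3, calls were lost for Hnf4a (log2 fold change -2.24), Mesp2 (2.42), T (3.59), Krt18 (2.38), Krt8 (2.23) and Gata2 (1.89). Without #F2 calls were lost for Hnf4a (-1.94), Lhx1 (2.50), T (2.10), Krt18 (2.55), Krt8 (2.13) and Gata2 (2.74). Each of these fits leaves 1 B6D2F1 line, and the changes kept their direction. With #M3 or #F2 left out, 8 and 8 of the 53 genes were called: 1 and 1 endoderm genes, 2 mesoderm genes without #M3, 3 ectoderm genes without #F2, and 1 and 0 trophoblast genes. The mean log2(CPM + 1) was 0.94 to 1.36 for endoderm, 0.75 to 1.56 for mesoderm, 1.27 to 1.66 for ectoderm and 1.36 to 2.33 for trophoblast genes in the ntESC lines. Each castaneus line lay above both B6D2F1 lines for endoderm, mesoderm and trophoblast genes, by 0.26, 0.61 and 0.70 on average (exact two-sided permutation p = 0.0222 each, the smallest that 8 against 2 lines allow, and 0.0730 adjusted over 23 lists). Without either B6D2F1 line the differences were similar in size, and no exact p under 0.05 is possible. For ectoderm genes the difference was -0.11 (exact p = 0.2). In the ESC library it was 1.37, 1.12, 1.55 and 2.28, in the MEF library 2.94, 2.40, 3.88 and 2.46, and in the TTF library 1.40, 1.08, 1.35 and 1.02.

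**Figure D2:**
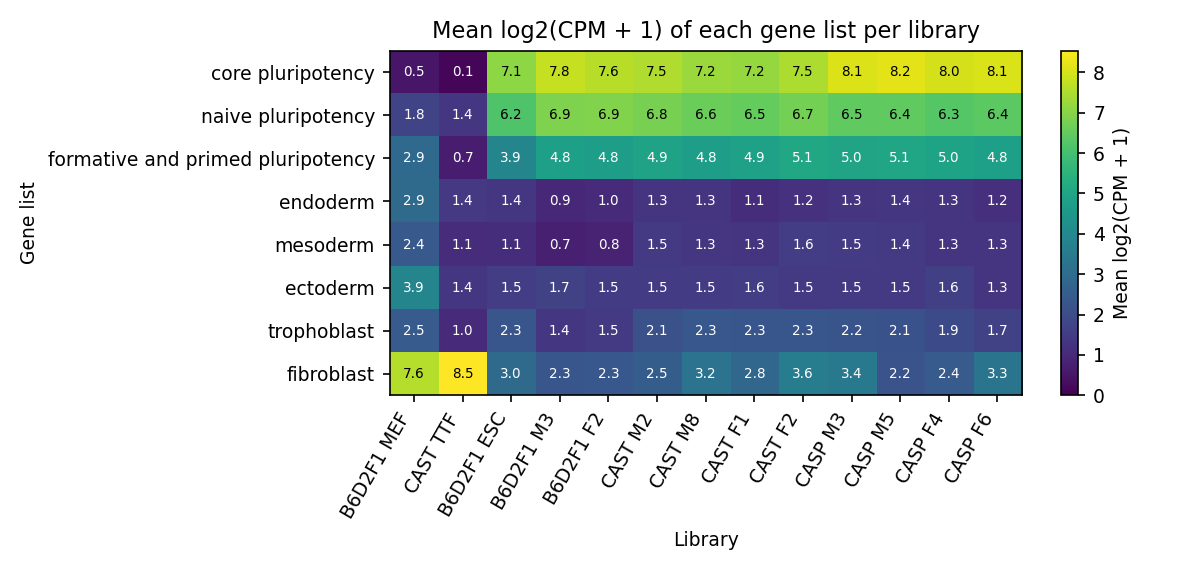
Mean log2(CPM + 1) of 8 gene lists in each of the 13 libraries, where brighter cells are higher.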

The expression patterns of differentiation marker genes were repressed or weakly expressed in all ntESC lines and a fertilization-derived ESC line (Supplementary Fig. S1).

**Figure 3:**
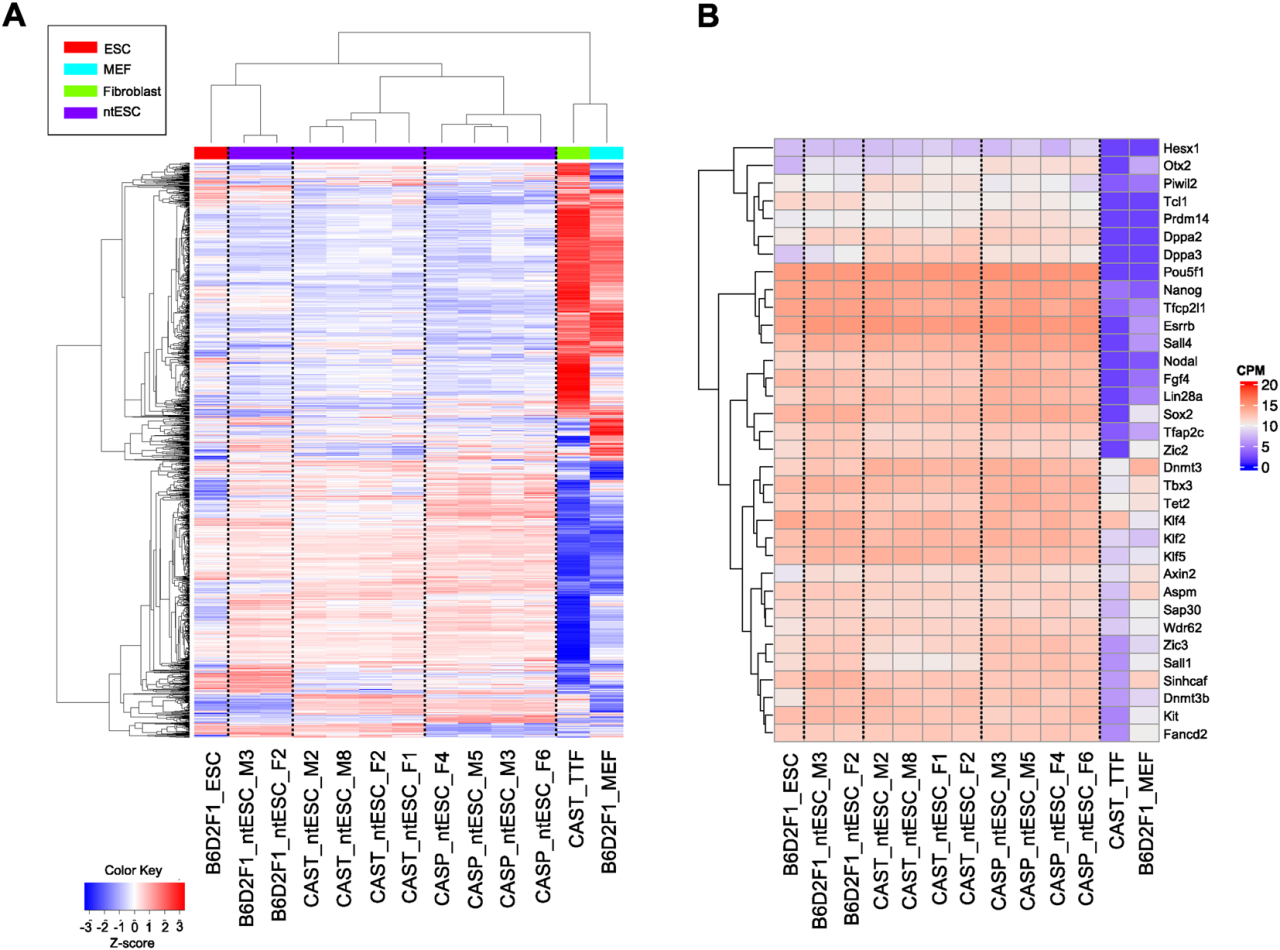
Hierarchical clustering heatmap based on RNA-seq analysis. (**A**) Heatmap showing the expression levels of top 2000 genes. The image was generated by R (v4.2.1) (**B**) Heatmap showing the expression levels of stem cell marker genes. The image was generated by ComplexHeatmap (v2.13.1, https://jokergoo.github.io/ComplexHeatmap-reference/book/).

### Determination of the genetic origin and the mitochondrial DNA origin in ntESC lines

To confirm that the leukocyte nuclei were correctly transferred into enucleated oocytes, we examined the genetic origin of all ntESC lines by simple sequence length polymorphisms (SSLPs). We used two types of primer sets, (D18Mit51 and D1Mit126), which could differentiate between the B6D2F1 (*M. m. domesticus*) and CAST/CASP (*M. m. castaneus*) genotypes. The results confirmed that all ntESC lines generated were derived from nuclei of *M. m. castaneus* cells (Fig. 4A, Supplementary Figs. S2 and S3). The third primer set (D3Mit176) that could differentiate between the CAST and CASP genotypes also showed the expected genotype patterns for each strain.

**Figure 4:**
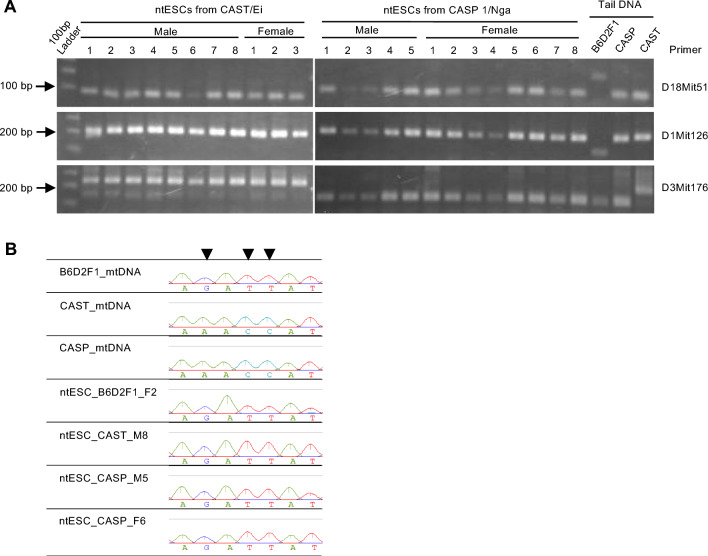
Analysis of the origin of genomic DNA and mitochondrial DNA (mtDNA) in ntESCs established in this study. (**A**) Microsatellite analysis for the genomic DNA of all established ntESC lines. D18Mit51 and D1Mit126 discriminate between laboratory mice (B6D2F1) and wild-derived mice (CASP and CAST). D3Mit176 discriminates between CASP and CAST. (**B**) Representative results of mtDNA sequence analysis of four ntESC lines. Primer sequences used are shown in Supplementary Table S1.

Unlike the nuclear genomic inheritance from the donor cells, it is plausible that the cytoplasmic genome (mitochondrial DNA, mtDNA) could be carried over to the ntESC, as has been reported for inter-subspecies SCNT in mice^21^ and ntESCs in humans^22^ and primates^23^. Our mtDNA haplotype analysis based on the D-loop region sequence detected only the laboratory mouse (*M. m. domesticus*) patterns, but not the *M. m. castaneus* patterns in all the ntESCs, indicating the donor mtDNAs were completely replaced with the oocyte-derived mtDNAs (Fig. 4B).

### Assessment of the differentiation ability in vivo by teratoma formation assay

We assessed the differentiation ability in vivo of ntESC lines by teratoma formation assay. We selected ntESC lines, one each from CAST, CASP, and B6D2F1 strains of both sexes; #M8 male and #F2 female from CAST, #M5 male and #F6 female from CASP, and #M3 male and #F2 female from B6D2F1. Their single cell suspensions were injected into the hind leg of immune-deficient C.B-17/Icr-*scid/scid* mice. The time for teratoma masses to reach 10–15 mm in size was 22–56 days and the growth rate of teratoma tended to be faster in male lines than in female lines (data not shown). All teratoma masses from six ntESC lines showed extensive differentiation into all three embryonic germ layers (Fig. 5), including neural cells (ectoderm), glands (endoderm), and cartilage (mesoderm).

**Figure 5:**
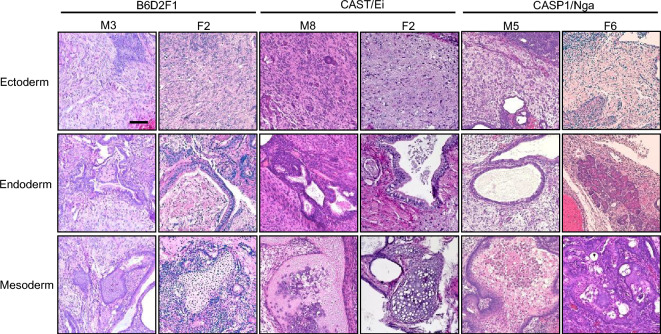
Teratoma formation assay of selected ntESC lines from each mouse strain. Differentiation into ectoderm (neural cell), endoderm (gland), and mesoderm (cartilage) was confirmed within teratoma tissues. Bar = 100 µm.

### The germline transmission competence of inter-subspecies ntESCs

Finally, the germline transmission competence of ntESC lines was examined by generation of chimeric offspring. We used the same ntESC lines as the teratoma forming assay (above). In the first series of experiments, we transferred ntESCs of both sexes from two strains into host blastocysts with ICR or (B6D2F1 × B6)F1 genetic background. Each experimental group consisted of 18–66 embryos transferred into uteri of recipient females. Chimeric mice were identified by their coat color, i.e., the mixture of agouti color (CAST and CASP) from ntESCs and albino (ICR) or black ([B6D2F1 × B6]F1) color from host embryos (Supplementary Fig. S4). From the male CAST line, a total of 14 chimeric mice were obtained from 34 mice born, irrespective of the host embryo genotype (Fig. 6A**, **Table 2). From the female CAST line, 2 chimeric mice were obtained among 32 newborns (Fig. 6B**, **Table 2). Similarly, 4 chimeric mice were born from the male CASP line, but none was obtained from the female CASP lines (Table 2). We also tested whether 8-cell embryos could be better recipients for some ntESC lines, but only 1 chimeric male was born from female CAST ntESC line (#F2) (Table 2). The chimeric contribution of ntESCs greatly varied with the chimeric individual mice, ranging from a few percent to 60% based on the hair color pattern. Furthermore, it is known that functional ESC-derived gametes can be produced in chimeric mice only when the ESCs and host embryos are the same sex^24^. Therefore, for the germline transmission experiments, we used ntESC-derived chimeric mice showing > 30% chimerism and the external appearance sex-matched with the ntESC line. The chimeric mice thus selected were mated with mice of the opposite sex from the strain of host embryos, so that the germline transmission of the ntESC genome could be confirmed by the agouti coat color of the F1 offspring (Supplementary Fig. S4, Supplementary Table S2). As a result, we obtained ntESC-derived offspring with agouti coat color from two male CAST chimeric mice (#12 and #23) derived from a male CAST ntESC line (#M8), indicating that at least one male CAST ntESC line (#M8) had germline transmission competence (Fig. 6C). The ntESC origin of these F1 offspring was further confirmed by SSLPs that showed the presence of CAST and laboratory mouse alleles, originating from father and mother, respectively (Fig. 6D, Supplementary Fig. S5). Thus, we succeeded in restoring the wild-derived CAST genome in offspring using a ntESC line produced from a peripheral leukocyte in a living male CAST mouse.

**Figure 6:**
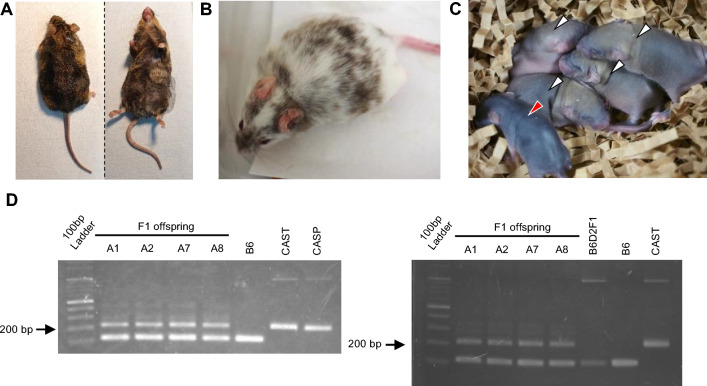
Chimeric mice and their offspring. (**A**) Appearance of chimeric mice (#12) derived from a CAST ntESC line (#M8) and (B6D2F1 × B6) F1 recipient embryos, which produced agouti and black coat colors, respectively. (**B**) Appearance of a chimeric mouse (#36) derived from a CAST ntESC line (#F2) and an (ICR × ICR) recipient embryos, which produced agouti and white (albino) coat colors, respectively. (**C**) Five F1 offspring between a B6 female and a CAST chimeric male (#23). Four pups with agouti coat color (#A3 to #A6, white arrowheads) carried the genome from the CAST ntESC line (#M8). The remaining black pup carried the host embryo genome ([B6D2F1 × B6]F1) (red arrowhead). (**D**) Microsatellite analysis of four F1 offspring (#A1, 2, 7, 8) generated by mating of a CAST chimeric male (#12 and #23) and B6 female, showing that the ntESC genome (#M8) was inherited to the F1 offspring. Microsatellite markers used are D1Mit126 (left) and D3Mit176 (right).

**Table 2:** Production of chimeric mice from ntESC lines.

Host embryo (female × male)	ntESCs line		Stage of recipient embryo	No. embryos transferred (ET)	No implantation (%/No. ET)	No fetuses (%/No. ET)	No. chimeric mice		
							Mice (%/No. fetuses)	Male	Female
ICR × ICR	CAST/Ei	M8	Blastocyst	53	24 (45)	11 (21)	5 (46)	4	1
		F2	Blastocyst	54	36 (67)	24 (44)	2 (8)	0	2
			8-cell	58	31 (53)	6 (10)	1 (17)	1	0
	CASP/1Nga	M5	Blastocyst	59	51 (86)	25 (42)	2 (8)	2	0
			8-cell	43	29 (67)	3 (7)	0 (0)	0	0
		F6	Blastocyst	50	40 (80)	19 (38)	0 (0)	0	0
			8-cell	40	35 (88)	16 (40)	0 (0)	0	0
B6D2F1 × B6	CAST/Ei	M8	Blastocyst	54	49 (91)	23 (43)	9 (39)	5	4
		F2	Blastocyst	25	18 (72)	8 (32)	0 (0)	0	0
			8-cell	60	34 (57)	13 (22)	0 (0)	0	0
	CASP/1Nga	M5	Blastocyst	66	41 (62)	13 (20)	2 (15)	2^a^	0
			8-cell	38	33 (87)	20 (53)	0 (0)	0	0
		F6	Blastocyst	18	10 (56)	5 (28)	0 (0)	0	0
			8-cell	36	12 (33)	8 (22)	0 (0)	0	0

^a^These mice were cannibalized during lactation.

## Discussion

In this study, we first demonstrated that ntESCs from wild-derived mouse strains could be successfully established and that their genome could be inherited into the next generation through germline transmission of chimeric mice. To derive germline-competent ntESCs from wild-derived mice, we needed to overcome at least three technical hurdles. The first was the selection of appropriate donor cell types for SCNT. Mouse cloning is usually performed using cumulus cells or immature Sertoli cells, which are collected from euthanatized animals. Such donor cells are not appropriate for our purpose of conserving the valuable genetic resources of wild-derived mice. Therefore, in this study, we chose leukocytes (granulocytes or monocytes) for nuclear donors of ntESCs because they can be collected from a drop of blood from the tail tip of live mice^18^. Generally, leukocytes are difficult to clone by SCNT, except for natural killer T cells^25–27^. However, it is known that at least some of the leukocyte-derived SCNT embryos can develop into blastocysts. Indeed, B lymphocytes and T lymphocytes could be used to establish ntESCs for the purpose of generation of “clonal” mice via chimeric mouse production^28^. In this study, we also successfully obtained enough numbers of SCNT blastocysts from peripheral leukocytes to generate ntESCs. Unlike the previous clonal mouse study, it is now very common to treat SCNT embryos with trichostatin A (TSA), a potent histone deacetylate inhibitor, to enhance their developmental ability^29,30^. Therefore, we may expect that blastocysts will also be obtained from other wild-derived strains following SCNT using peripheral leukocytes.

The second technical hurdle was the derivation of ntESCs from inter-subspecies SCNT blastocysts. It is generally known that inter-(sub)species SCNT is sometimes technically challenging^31^ and is successful in only a limited number of animal species. As far as we know, there are no successful reports of inter-(sub)species SCNT in rodents. Therefore, it was possible that blastocysts produced by inter-subspecies SCNT from wild-derived strains would be of low quality for ntESC derivation. Furthermore, we did not know if the culture conditions for derivation of ESCs in laboratory mice could also be applied to the wild-derived strains. In this study, we found that the inter-subspecies SCNT blastocysts had sufficient quality and ntESC could be generated under the same conditions as laboratory mice using LIF/KSR/2i. We obtained 3–8 lines from SCNT blastocysts (38–80% derivation rates) in four experimental groups (2 strains × 2 sexes) (Table 1). These data suggest that the LIF/KSR/2i system was also effective for derivation of ntESCs from wild-derived strains (*M. m. castaneus*), although there was some experiment-to-experiment variation.

Third, restoration of wild-derived mice from ESCs through production of chimeric mice is also an inter-subspecies system because we prepared host embryos and recipient females from laboratory mice; it is impractical to use wild-derived mice for these purposes. According to Araki et al., ESCs from the wild-derived MSM/Ms strain (*M. m. molossinus*) better contributed to chimeric mice following injection into ICR blastocysts than aggregation with ICR morulae^14^. The authors also showed that use of blastocysts of (C57BL/6 × B6D2F1)F1, instead of ICR blastocysts, slightly improved the chimera efficiency. Based on these results, we injected CASP or CAST ntESCs into blastocysts from ICR or (B6D2F1 × B6)F1 and obtained chimeric mice from male lines from both strains (Table 2). We also found that use of pseudopregnant ICR females as recipients did not compromise development of chimeric embryos. We have previously reported that transfer of embryos from the MSM strain and SPR2 (*M. spretus*) into laboratory females needed cyclosporin A, an immunosuppressant, or (B6 × C3H) recipient females to avoid immuno-rejection by mothers^32,33^. It was probable that the origin of the placenta from laboratory mice in our chimeric mice could minimize the immunological attack from the mother. Consequently, we confirmed at least one male CAST ntESC line was competent for germline transmission by mating with B6 females.

The female ntESC lines established in this study were mostly of lower quality than their male counterparts in terms of the normal karyotype, the period necessary for teratoma formation, and the germline transmission ability. This sex-dependent difference may be common to ESCs from laboratory mice. It is known that male ESCs have higher developmental potential than female ESCs, more likely producing offspring through germline transmission^20^. Furthermore, most of the mouse ESCs established by conventional LIF/serum conditions were males^34^. Thus, male ESCs are superior to female ESCs in the establishment efficiency as well as their quality as pluripotent stem cells, but the underlying mechanisms remain to be understood. Hypomethylated DNA at the differentially methylated regions was responsible for the poor quality of female ESCs^20^, but other factors might also be involved. Thus, it would be difficult to establish germline-competent female ntESCs from wild-derived mice through currently available technologies. Another way to generate such ntESCs would be selective proliferation of XO populations from the existing male XY ntESCs. It is known that XO females in mice are fertile, unlike XO females in humans^35^. If we can proliferate XO female cells clonally to establish high-quality female ntESC lines, we will be able to restore wild-derived strains by natural mating of chimeric mice of both sexes. Use of germline-deficient gene-edited blastocysts using multiple guide RNAs as host embryos may more reliably yield offspring of wild-derived mice^36^.

Successful cloning by inter-species SCNT has been achieved in many families of animals, including cattle, sheep, dogs, cats, and camels. In these cases, birth rates ranged from 1 to 14%^37^. To the best of our knowledge, only two studies have demonstrated the success of inter-subspecies cloning in wild animals. In one study, two wolves (*Canis lupus*) were obtained from 251 reconstructed embryos using domestic dog oocytes (*Canis lupus familiaris*), resulting in a 1.1% birth rate^38^. Similarly, 17 African wild cats (*Felis silvestris lybica*) were produced from 1552 reconstructed embryos using domestic cat oocytes (*Felis silvestris catus*), also achieving a 1.1% birth rate^39^. Moreover, the birth rates of intra-species cloning in domestic dogs^40^ and cats^41^ were 0.2% (two puppies from 1095 reconstructed embryos) and 1.1% (one kitten per 87 reconstructed embryos), respectively. Thus, the efficiencies of inter-subspecies cloning were comparable to those of intra-species cloning. In the case of cloning wild-derived mice by inter-subspecies SCNT, the production of cloned individuals is highly challenging because they have an inbred genetic background that strongly hampers postimplantation embryonic development^25^. The developmental ability of blastocysts following SCNT of laboratory inbred strains ranges from 25 to 40% for cumulus cell cloning and 11% for tail-tip fibroblast cloning^42^, which are both comparable to our results with inter-subspecific wild-derived mice (Table 1). Based on these findings, it can be concluded that the cloning efficiencies between inter-subspecies and intra-species are not significantly different.

In conclusion, we first demonstrated that *M. m. castaneus* mouse ntESCs could be established from terminally differentiated leukocytes by inter-subspecies SCNT. All ntESC lines we investigated expressed pluripotency markers and contributed to three germ layers. At least one male ntESC line was proven to be competent to transmit the genome to the next generation through the germline. Generation of ntESC from wild-derived mice could provide an alternative strategy for the backup of these invaluable mouse strains.

## Methods

### Animals

B6 (C57BL/6NCrSlc) and B6D2F1 ([C57BL/6NCrSlc × DBA/2CrSlc]F1) mice were purchased from Japan SLC. ICR mice were purchased from CLEA Japan Inc. Wild-derived mouse strains, CASP/1Nga (*M. m. castaneus*, RBRC03108, Fig. 1A) and CAST/Ei (*M. m. castaneus*, RBRC00733, Fig. 1B) were provided by RIKEN BRC. Female C.B-17/Icr-scid/scidJcl mice (SCID mice, CLEA Japan Inc., Tokyo, Japan) were used as the hosts for transplantation in the teratoma formation assay. Animals were provided with water and commercial laboratory mouse chow ad libitum and were housed under a controlled lighting condition (daily light from 07:00 to 21:00). For euthanasia, cervical dislocation was performed by trained individuals. Prior to the operation, mice were deeply anesthetized by intraperitoneal injection of tribromoethyl alcohol (avertin) or a mixture of three types of anesthetic agents (medetomidine, midazolam and butorphanol). They were maintained under specific pathogen-free conditions. The care and use of animals in this study were performed according to the guidelines for the use and maintenance of experimental animals from the Japanese Ministry of Environment. All animal experiments included in this study were approved by the Institutional Animal Care and Use Committee of RIKEN Tsukuba Branch. This study is reported in accordance with ARRIVE guidelines (https://arriveguidelines.org).

### Nuclear transfer

Nuclear transfer was performed following a previous report with slight modification^43^. For collecting oocytes, eight-week-old or older B6D2F1 females were injected with 7.5 IU of equine chorionic gonadotropin (eCG, Nippon Zenyaku Kogyo Co., Ltd., Fukushima, Japan) and 7.5 IU human chorionic gonadotropin (hCG, ASKA Pharmaceutical Co., Ltd., Tokyo, Japan) at an interval of 48 h. Fifteen hours later, cumulus-oocyte complexes were collected and treated with KSOM medium containing 0.1% bovine testicular hyaluronidase to remove cumulus cells. Oocytes were enucleated in Hepes-KSOM medium containing 7.5 µg/ml cytochalasin B (250233, Merck, Darmstadt, Germany) by a piezo-driven micromanipulator (PMAS-CT150, PRIMTECH Corp., Ibaraki, Japan). Donor peripheral leukocytes were prepared as previously reported^18^. Briefly, about 50 µL of peripheral blood was collected from the tail vein, and red blood cells (RBC) were lysed with RBC lysis buffer (155 mM NH_4_Cl, 10 mM KHCO_3_, 2 mM EDTA, pH 7.4). For nuclear transfer, leukocytes with diameter > 8 µm were selected as monocytes or granulocytes and injected into enucleated oocytes by a piezo-driven micromanipulator. One hour after injection, nuclear transferred embryos were activated with Ca^2+^-free KSOM containing 2.5 mM SrCl_2_, 50 nM trichostatin A (TSA, T8552-1MG, Merck), and 5 μM latrunculin A (LatA, L5163, Merck). They were further cultured in KSOM containing TSA and LatA for seven hours. After washing, embryos were cultured in KSOM at 37 °C under 5% CO_2_ in air until the blastocyst stage.

### Establishment and maintenance of ntESCs

Establishment and maintenance of ntESCs were performed as described previously with some modifications^44^. NtESC were established on feeder cells. MEF (mouse embryonic fibroblast) from C57BL/6NCrSlc were cryopreserved after mitomycin C (M0503-2MG, Merck) treatment and used as feeder cells. The zona pellucida of SCNT blastocysts was removed by acid Tyrode’s solution (T1788, Merck). The zona-free blastocysts were cultured with KnockOut-DMEM including 15% Knockout Serum Replacement (10828028, Thermo Fisher Scientific K.K., Massachusetts, USA), 1 × Non-Essential Amino Acid (11140050, Thermo Fisher Scientific K.K.), 1 × GlutaMAX supplement (32571036, Thermo Fisher Scientific K.K.), 0.1 mM 2-Mercaptoethanol (M-7522, Merck), 10^3^ U/mL Leukemia Inhibitory Factor (LIF, ESG1107, Merck), 3 mM CHIR99021 (04-0004, Reprocell Inc., Kanagawa, Japan) and 1 µM PD0325901 (04-0006, Reprocell Inc.) on feeder cells in a 37 °C 5% CO_2_ incubator. The fully grown colonies were passaged and cultured under the same conditions until the experiments. All ntESC lines were subjected to analysis within 15 passages.

### Chromosomal number analysis

The ntESCs established were seeded into a 6-well tissue culture dish and cultured overnight. They were incubated with Karyo MAX COLCEMID (15210-040, Thermo Fisher Scientific K.K.) in culture medium for five hours. Cells dispersed by 0.25% trypsin treatment were collected by centrifugation, mixed with 3 mL of 0.075 M KCl, and then warmed for 20 min in a 37 °C water bath. For fixation, a double volume of Carnoy’s solution (methanol: acetic acid = 3:1) was added, then incubated at 4 °C overnight. Cells were collected by centrifugation and washed with Carnoy’s solution two times. Cells suspended in Carnoy’s solution were dripped onto glass slides from a height of 50 cm. After drying, the slides they were stained with Giemsa stain solution (1.09204.0130, Merck) for 10 min and washed with water.

### Quantitative reverse transcription PCR (qRT-PCR)

NtESCs were collected and left in gelatin-coated culture dish for 1 h twice to remove feeder cells. Total RNA was extracted by RNeasy Mini Kit (74104, QIAGEN, Hilden, Germany). Then, cDNA was synthesized from total RNA by SuperScript IV First-Strand cDNA Synthesis Reaction (18090050, Thermo Fisher Scientific K.K.). Real time (quantitative) PCR was performed by mixing cDNA, PowerUP SYBR Green Master Mix (A25776, Thermo Fisher Scientific K.K.), and primers. The primers information was shown in Supplementary Table S1.

### Simple sequence length polymorphisms (SSLP) analysis

NtESCs were collected and left in gelatin-coated culture dish for 1 h twice to remove feeder cells. DNA samples were extracted from mice tails using Wizard Genomic DNA Purification Kit (A1125, Promega Corp., Wisconsin, USA) according to the manufacturer’s instructions. We searched microsatellites of each strain using the Mouse Microsatellite Data Base of Japan (MMDBJ) and selected three sites with the largest fragment differences in their size (Supplementary Table S1). Microsatellite primers were prepared following Mouse Genome Informatics. PCR products were amplified by Tks Gflex DNA Polymerase (R060B, Takara Bio Inc., Shiga, Japan) and compared by electrophoresis.

### RNA sequencing and analysis

NtESCs were collected and left in gelatin-coated culture dish for 1 h twice to remove feeder cells. Total RNA was extracted in the same method described above. The library was prepared with TruSeq stranded mRNA Library Prep Kit (Illumina, San Diego, USA). Sequencing (100 base pair paired-end sequencing) was performed using the Illumina NovaSeq 6000 platform (Illumina). Low-quality reads were removed with fastp (0.22.0) for further analysis. Retained reads were aligned with the reference mouse genome (GRCm38) using HISAT2 (2.2.1) and transcript assembly and quantifications were performed with StringTie (2.1.7). All count data were normalized with DESeq2 and transformed into count per million (CPM) values.

### Teratoma formation assay

NtESCs (> 1.0 × 10^6^ cells) suspended in phosphate-buffered saline without Ca^2+^ and Mg^2+^ were injected into the hind leg muscle of SCID mice. Enlarged teratomas (10–15 mm in length) were removed and fixed with 10% formalin neutral buffer solution. After fixation, tissue samples were embedded into paraffin and sectioned into 4 µm thick slices, and then stained by Hematoxylin–Eosin solution. Images were acquired using HS All-in-one Fluorescence Microscope (BZ-X800, Keyence, Osaka, Japan).

### Generation of chimeric mice

IVF embryos (ICR × ICR or B6D2F1 × B6) at the 8-cell or blastocyst stages were used as host embryos. Three to five ntESCs were injected into 8-cell embryos and 5–10 ntESCs were injected into blastocysts by a piezo-driven micromanipulator. After injection, embryos that reached the blastocyst stage were transferred into the uteri of 2.5 dpc pseudopregnant ICR females. The offspring were retrieved by cesarean section at 19.5 dpc. Of them, mice with a high chimerism were used for mating to indicate the germline transmission competence of the original ntESC lines (for details, see “Results”).

### Statistical analysis

Embryo developmental rates were analyzed by chi-square test. *P* values < 0.05 were considered statistically significant.

## Supplementary Information

Supplementary Information.

## Data Availability

The data underlying this article are available in GSE225058, at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/gds/).

# Supplementary material for: Derivation of embryonic stem cells from wild-derived mouse strains by nuclear transfer using peripheral blood cells
**Source:** Sci Rep. 2023 Jul 10;13:11175. doi: 10.1038/s41598-023-38341-0
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplementary Information

Derivation of embryonic stem cells from wild-derived mouse strains by nuclear transfer using peripheral blood cells

Naomi Watanabe^{1,2}, Michiko Hirose¹, Ayumi Hasegawa¹, Keiji Mochida¹, Atsuo Ogura^{1,2},
Kimiko Inoue^{1,2}

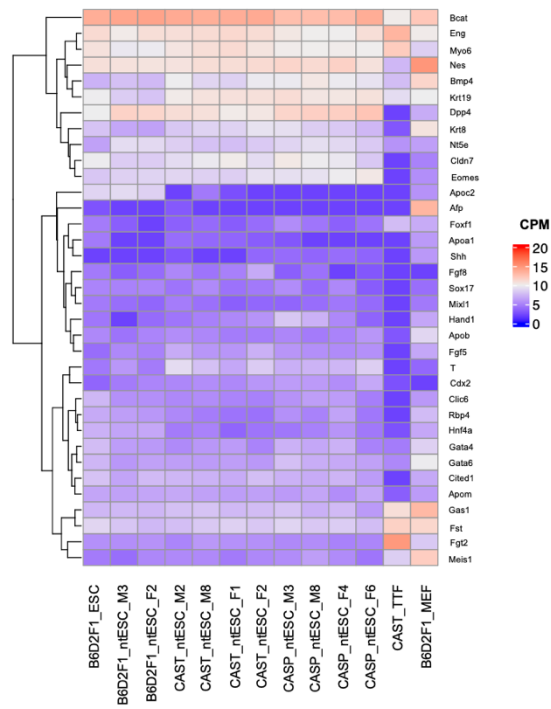

Supplementary Figure S1. Hierarchical clustering heatmap differentiation marker genes based on RNA-seq analysis.

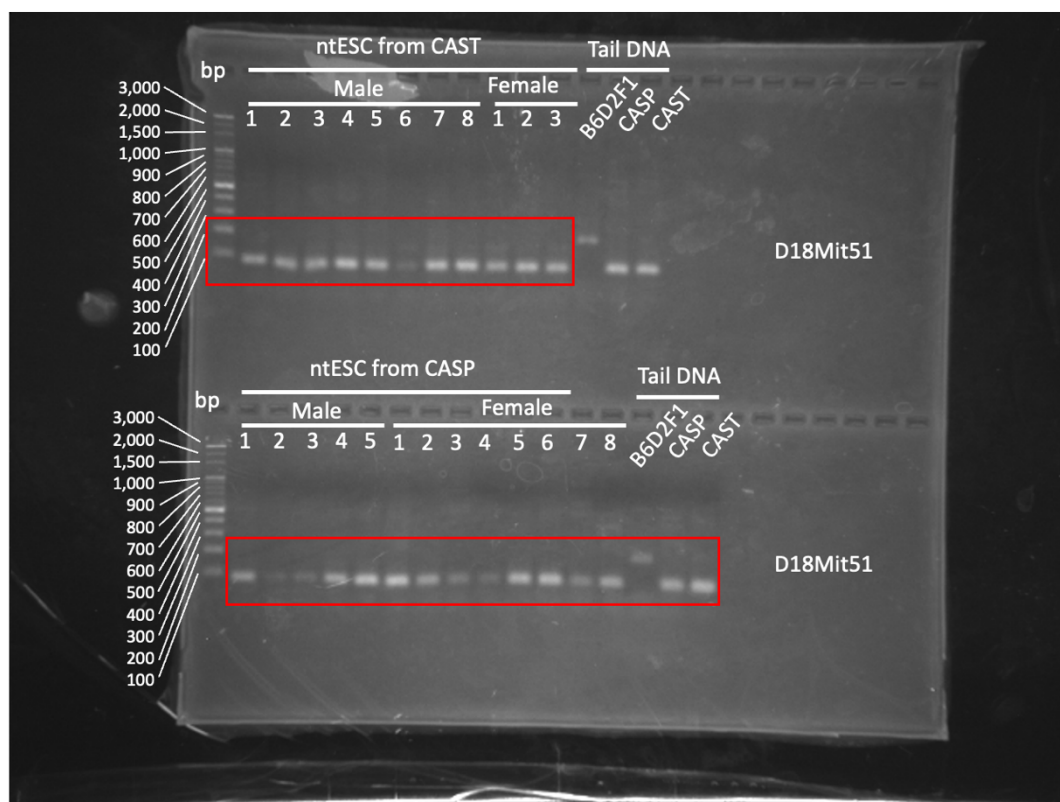

Supplementary Figure S2. The uncropped image of the upper panels of Figure 4A, which indicate the results of D18Mit51 primer set. The red frames indicate the cropped areas.

A

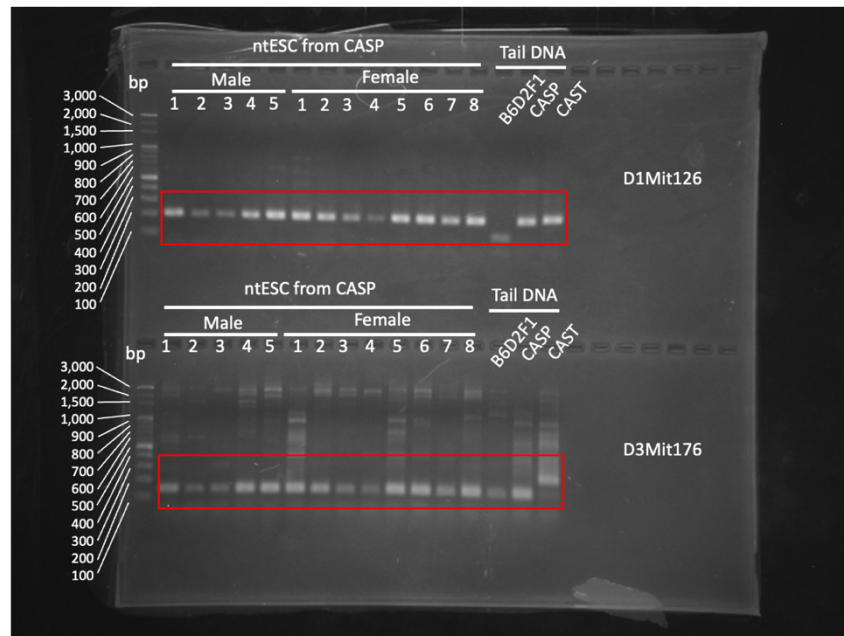

B

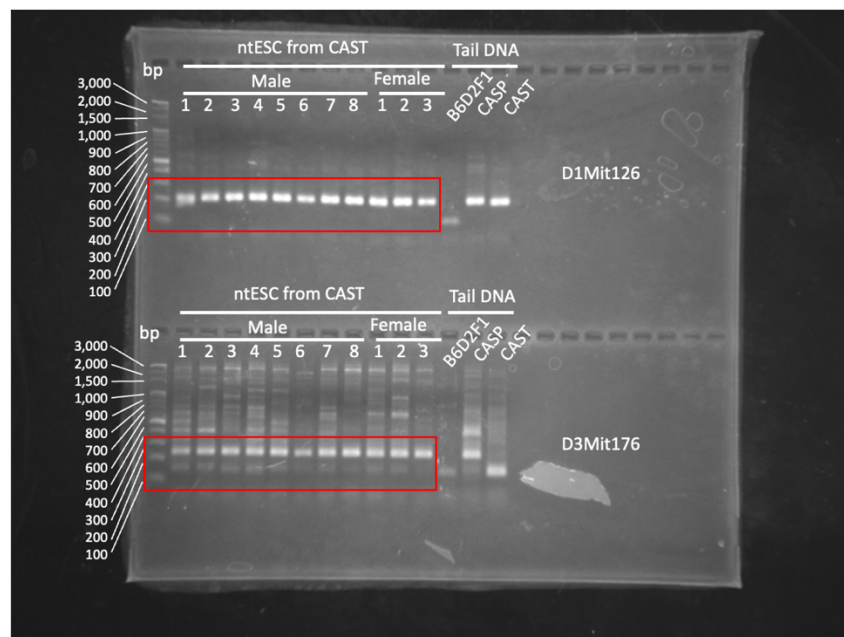

Supplementary Figure S3. (A) The uncropped image of the middle left and lower left panels of Figure 4A, which indicate the results of D1Mit126 and D3Mit176 primer sets. (B) The uncropped image of the middle right and lower right panels of Figure 4A, which indicate the results of D1Mit126 and D3Mit176 primer sets. The red frames indicate the cropped areas.

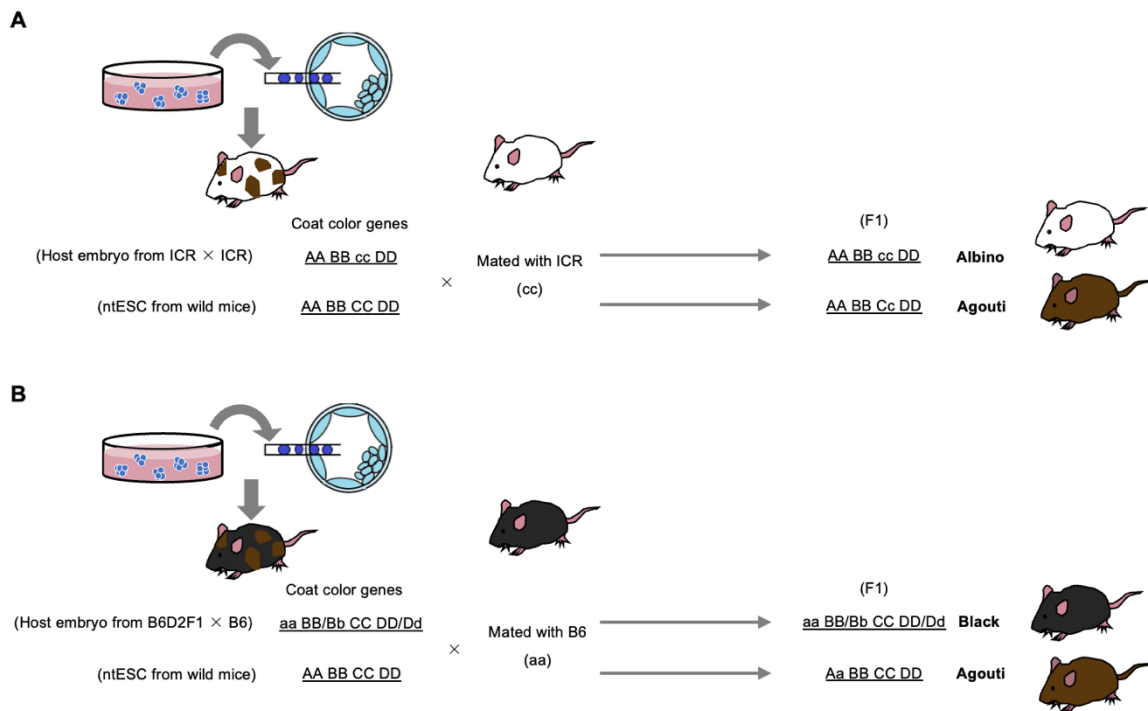

Supplementary Figure S4. Determination of germline transmission competence of ntESCs by F1 offspring coat colors. (A) The case of using ICR (AA BB cc DD) as host embryos. When chimeric mice were mated with the opposite sex of ICR, F1 offspring transmitted from ntESCs is expected to be agouti coat color (AA BB Cc DD). (B) The case of using (B6D2F1 $\times$ B6)F1 (aa BB/Bb CC DD/Dd) as host embryos. When chimeric mice were mated with the opposite sex of B6, F1 offspring is expected to be agouti coat color (Aa BB CC DD).

A

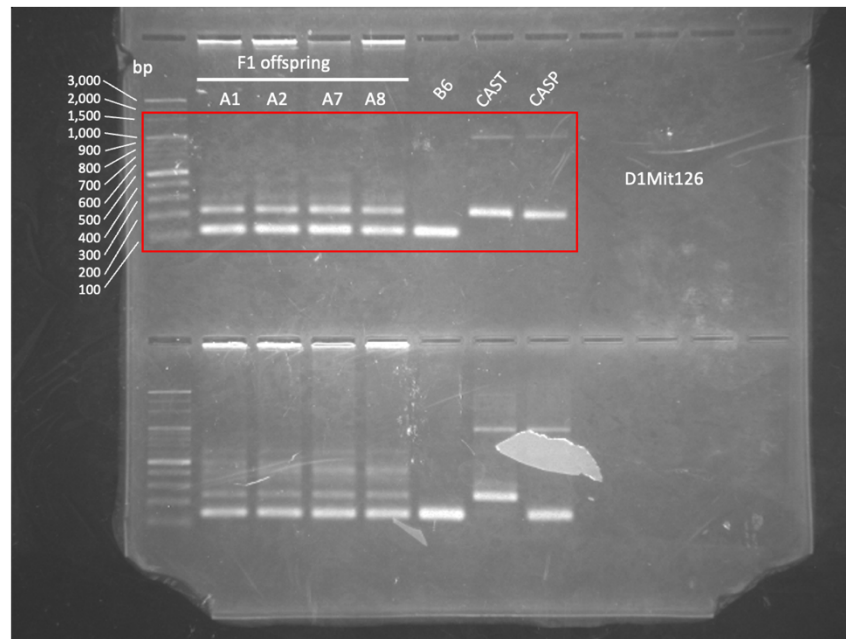

B

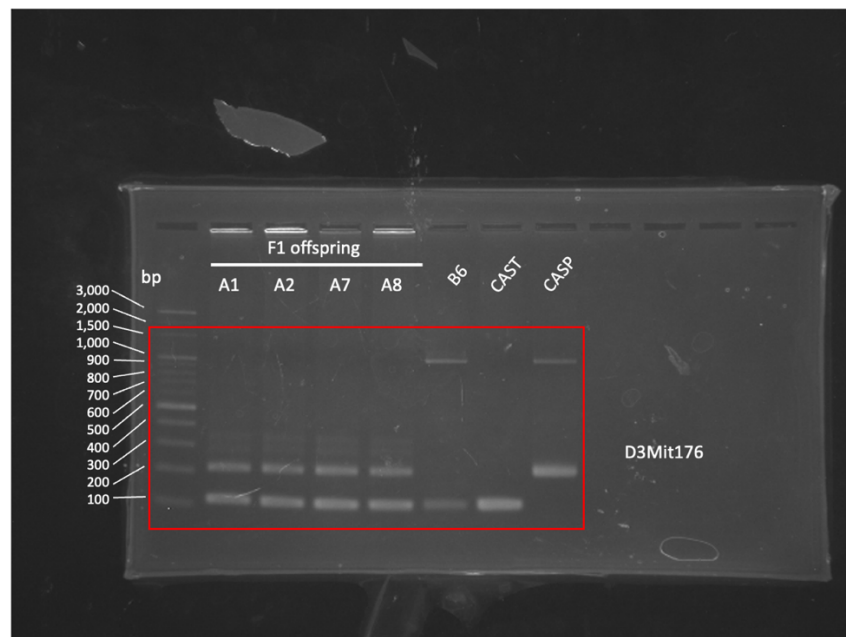

Supplementary Figure S5. (A) The uncropped image of the left panel of Figure 6D, which indicate the results of D1Mit126 primer set. (B) The uncropped image of the right panel of Figure 6D, which indicate the results of D3Mit176 primer set. The red frames indicate the cropped areas.

Supplementary Table S1. Information of primer sequences used for each analysis

experiment		Primer sequence (5' to 3')		Fragment (bp)		
		Forward	Reverse	BDF1	CAST	CASP
Gene expression analysis by qPCR	<i>Canx</i>	TGTTGTGAACAGTGGAAATCTGC	AAGGGGCGTCTTCATCCCAG			
	<i>Oct3/4</i>	ATGAGGCTACAGGGACACCT	GACGGGAACAGAGGGGAAAGG			
	<i>Sox2</i>	TAAGTACACGCTTCCCGGAG	ATCATGCTGTAGCTGCCGTT			
SSLP analysis	D18Mit51	AACATGGTGGAAACCAACTACC	AAGGGAAAGTCACCACATGC	202	83	83
	D1Mit126	GAGAGACTGGAGATATTCTTTGCC	CCAACCCCCCATTAAGTTCT	118	218	218
	D3Mit176	TTGACTCTATTCACTGGCATGC	CTACTCACCCAGTCTGCTTAACC	145	245	145
Determination of the mtDNA origin						
		AAAGCATCTGGCCTACACCC	ATGCTACCTTTGCACGGTCA			

Supplementary Table S2. Results of the germline transmission analysis

Chimeric mice				mated<br>with	Coat color of F1
ntESC	host embryo	sex	ID #		
CAST_M8	ICR × ICR	M	2, 3	ICR_F	Albino
CAST_M8	ICR × ICR	F	9	ICR_M	Albino
CAST_F2	ICR × ICR	M	1	ICR_F	Albino
CASP_M5	ICR × ICR	M	35	ICR_F	Albino
CASP_M5	ICR × ICR	M	36	ICR_F	No offspring
CAST_M8	B6D2F1 × B6	M	10, 11, 22	B6_F	Black
CAST_M8	B6D2F1 × B6	M	12	B6_F	Black, Agouti (A7-A10)
CAST_M8	B6D2F1 × B6	M	23	B6_F	Black, Agouti (A1-A6)
CAST_M8	B6D2F1 × B6	F	26	B6_M	No offspring

How the deposited data were processed for this re-analysis (not part of the article)

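Gene expression was measured by stranded, paired-end sequencing of poly(A) RNA in 13 libraries. They came from 10 ntESC lines (2 B6D2F1, 4 CAST, 4 CASP), 1 B6D2F1 ESC line, 1 B6D2F1 MEF culture and 1 CAST TTF culture. The authors filtered reads with fastp 0.22.0, aligned them to GRCm38 with HISAT2 2.2.1 and quantified genes with StringTie 2.1.7. Their notes also name edgeR without a version. The deposited count table holds whole counts per gene as the authors made them, without normalization, for 21706 genes. No gene was at 0 in every library, and the lowest of the genes' highest CPM was 0.503, so the table holds no gene of a lower highest level. The second deposited table holds log2 values made by the authors. Each value equals log2(count / size factor + 4) within 5.0e-05, with DESeq2 size factors of 0.821 to 1.26 and a lowest value of 2. The values differ from log2(CPM + 4) by up to 5.66, although the paper's text describes a transformation into CPM.

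Genes were joined to GENCODE M21, which holds 21675 of them. The 94 without a symbol stayed in all totals. CPM were computed from the counts with TMM factors of all 13 libraries (edgeR 4.0.16). Differences were tested with the edgeR quasi-likelihood test after filterByExpr, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The comparisons were the 10 ntESC lines against the 2 fibroblast libraries; CAST against B6D2F1, CASP against B6D2F1, CASP against CAST and the mean of CAST and CASP (castaneus) against B6D2F1, each with sex as a covariate; and the 5 female against the 5 male ntESC lines with strain as a covariate. The ESC library was left out of these tests and is given as a single value, since it is the only one of its kind. Standard errors and 95% intervals come from the quasi-likelihood F statistic and its degrees of freedom.

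The comparisons, tests, alternatives, gene lists and the rule for naming genes were written before the data were examined, though the labels in the pictures of Fig. 3B and Supplementary Fig. S1 had been seen. The rule names Sox2, Pou5f1 and Canx, which the paper names. It adds, for each comparison, the 10 genes of largest absolute log2 fold change (5 in each direction) past the threshold, with a mean CPM of at least 5 in the higher group and with every library of one group above every library of the other. Loci without a proper name (Gm or Rik symbols) count in totals but are passed over. It further names up to 4 members of a gene list with the largest absolute log2 fold change past the threshold, the member of smallest adjusted p where none passes, genes labelled in those figures, and Xist and the Y-linked genes.

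There were 23 lists with 322 genes, written from general knowledge: pluripotency (core, naive, formative and primed), 2-cell-like, endoderm, mesoderm, ectoderm, trophoblast, fibroblast, leukocyte, imprinted, DNA methylation machinery, methylation-sensitive germline genes, FGF-MAPK feedback, Wnt targets, X-linked, Y-linked, p53 targets, MHC class I pathway, interferon response, mitochondrially encoded, immediate stress and reference genes. List members past the threshold were counted with p adjusted over all genes and over the list alone. Lists were tested as sets with camera (preset correlation 0.01, and an estimated correlation) and fry of limma 3.58.1, adjusted over the 23 lists. Fry asks whether a list's genes move, on balance, one way, and does not compare them with other genes. The mean log2(CPM + 1) of a list per library was compared between groups of lines by exact two-sided permutation.

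Libraries were clustered on log2(CPM + 1) of the 2000 genes of highest variance by Euclidean distance and complete linkage. The share of distance between strains and between sexes was tested by PERMANOVA over all labellings. Where every library of a group had a count of 0, the fold is a lower bound against 3 counts per library, taken in the library of the group where they weigh most.

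The depth of each library is given with the samples. The tests were also tried on simulated data: counts were drawn around each gene's mean with its estimated dispersion, and 200 genes were changed. Of genes changed by 1 and 2 on the log2 scale, 47% and 89% were recovered between CAST and B6D2F1, 56% and 96% between CASP and CAST, and 72% and 97% between female and male lines. The shares of false calls were 6.8%, 4.4% and 4.5%, and 3.6% between ntESC lines and fibroblasts. Between strains and against fibroblasts, far fewer genes were changed than the data called. The adjusted threshold was stricter there, and the recovered shares may be too low. Between the sexes more genes were changed than called, so the recovered shares may be too high.

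The alternatives set in advance were RLE factors or library size only for scaling, no filter on low counts, a mean CPM of at least 5, an absolute log2 fold change of at least 1, DESeq2 1.42.0, limma-trend on the authors' normalized values, autosomal genes only, no covariate, all 13 libraries in one fit, the ESC library in the B6D2F1 group (without the sex covariate) or the pluripotent group, and 1 coefficient per strain and fibroblast library. Others were each library left out in turn, 500, 5000 or all genes, average or Ward linkage, 1 minus Pearson correlation, gene z-scores and a pseudocount of 0.1. Protein-coding genes only, the lines CASP #F4 and #F6 left out, genes of chromosomes 2 and 8 left out, and sex permuted within strain were added after the data had been seen. Processed pseudogenes were matched to parent genes with BLAST 2.17.0 at 90% identity over at least 50% of their length. The work used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Raw reads, qRT-PCR, karyotypes and genotypes were not analysed here.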

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

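The tests of other autosomes for the chromosome pattern and of feeder cells for the imprinted cluster were chosen only after the result was seen, and the imprinted genes Meg3, Rian, Mirg and Rtl1 were added after their values were seen. In each strain of 4 lines, a value was marked when its gap to the nearest other line exceeded Dixon's 95% limit, a share of the group's range. Of 348 groups of values, 22 held such a value, against 17.4 that chance gives at 1 in 20. CPM were tested as log2(CPM + 1).

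In CASP #F6 genes of chromosome 2 stood a median of 0.52 above the mean of the male CASP lines (the other lines -0.03 to 0.02), and in CASP #F4 genes of chromosome 8 stood 0.50 above it (-0.02 to 0.05). The other 18 autosomes of each line moved by at most 0.0647, which argues against scaling or library size. At least 100% of blocks of 25 neighbouring genes on both chromosomes lay above 0.2, which argues against a few genes or 1 segment, and 1000 gene sets matched on GC content and length reached at most 0.0376, which argues against those biases. The rise was at least 0.48 in each of 3 groups of the genes by expression, in line with an extra copy of the whole chromosome in most cells as a candidate explanation. It stays a hypothesis, since no karyotype of these RNA samples was analysed here. The paper describes the sequenced lines as having a normal karyotype. That rests on the number of chromosomes per cell, which does not tell which chromosomes are present.

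In CASP #M3 the noncoding imprinted genes Meg3 (23.4 CPM, the other CASP lines 289 to 482), Rian (11.0 CPM, the others 323 to 499) and Mirg (0.551 CPM, the others 22.3 to 27.4) and the imprinted gene Rtl1 (0.232 CPM, the others 4.79 to 6.92) were far lower than in the other CASP lines. They lie together on chromosome 12, from 109541001 to 109749460. The 37 neighbouring genes within 2 Mb moved by a median of 0.0152 in this line, which argues against a loss that reaches well beyond these genes. It says nothing of a loss confined to them, which stays open. The MEF library had 678 CPM of Meg3, more than any CASP line, which argues against dilution by feeder fibroblasts. Allelic origin and methylation were not measured, and no biological explanation was tested.

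Other lines that stood apart from the 3 other lines of their strain are given as values, without an explanation. In CAST #M2 the MHC class I score was 2.35 (others 2.76 to 2.83), H2-K1 8.22 CPM (10.8 to 10.8) and Olig2 0.0771 CPM (others 0). In CAST #M8 Pou5f1 was 735 CPM (810 to 825), Apoc2 0.479 CPM (0 to 0.0502) and Clec1a 0.125 CPM (others 0). In CAST #F1 Meis1 was 0.502 CPM (0.836 to 0.874). In CAST #F2 Tuba3b was 124 CPM (82.8 to 85.7), Tyrobp 0.279 CPM and Zbtb9 0.386 CPM (others 0 for both). In CASP #F4 the median of chromosome 7 was -0.0399 (-0.0013 to 0.0013 for the others) and Wnt8a 2.32 CPM (1.07 to 1.15). In CASP #F6 Fbxo15 was 144 CPM (15.3 to 20.2), Ankrd1 12.7 CPM (5.46 to 5.91), Neurod1, a gene of chromosome 2, 2.32 CPM (1.36 to 1.47) and Tet3 4.05 CPM (8.52 to 9.82). Several of these levels are near the floor of 3 counts.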

How the results depend on the processing

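The alternatives without CASP #F4 and #F6, without genes of chromosomes 2 and 8, with protein-coding genes only and with sex permuted within strain were chosen only after the result was seen. Of 4134 recomputations of 176 gene results, 4024 kept their direction and their side of the threshold, 98 no longer passed, 7 newly passed and 5 reversed. Of the gene results, 48 changed at least once. Many of these genes were named from the same data for large changes past the threshold. Their shares are thus no measure for genes at large. Of 1180 recomputations of 49 list counts, 1069 stayed within 1.5 times. The clustering gave the 3 strain branches in every setting run, and the fibroblasts split off first in each setting that included them. The cause of the changes below was not tested, except that stricter filters and fewer lines leave fewer genes or samples to call. No paired analysis was possible because shared numbers such as M3 or F2 name unrelated lines of different strains.

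With a mean CPM of at least 5, calls became 6978 (ntESC against fibroblasts), 3988 (CAST against B6D2F1), 4492 (CASP against B6D2F1) and 4214 (castaneus). List counts against fibroblasts became 8 (germ layers and trophoblast together), 2 (endoderm), 2 (mesoderm), 4 (ectoderm), 0 (trophoblast), 0 (2-cell-like) and 1 (leukocyte). In castaneus lines they became 7, 1, 2, 2, 2 and 0 in the same order (without leukocyte), 3 (MHC) and 0 (interferon). The formative count in CAST became 3.

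With an absolute log2 fold change of at least 1, calls became 3928 (CAST), 4258 (CASP), 3030 (CASP against CAST) and 3868 (castaneus), and pluripotency genes 11, 12, 15 and 8. Core genes became 2, 4 and 5 and naive genes in CASP 5 and 4 (against CAST), formative genes in CASP 3. In castaneus lines counts became 1 (DNA methylation), 3 (Wnt), 0 (X-linked), 4 (p53), 0 (mitochondrial) and 1 (stress).

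With DESeq2, female against male calls became 96, the 2-cell-like count 3 and the X-linked count 1, and the castaneus trophoblast count 7. With autosomal genes only, female against male calls became 0, and Y-linked, castaneus X-linked and mitochondrial counts 0 by construction. With limma-trend, counts against fibroblasts became 8 (2-cell-like), 3 (endoderm) and 6 (ectoderm). With 1 coefficient per strain and fibroblast library they became 14 (formative) and 8 (endoderm). With the ESC library in the B6D2F1 group, castaneus counts became 3 (mesoderm), 2 (ectoderm), 1 (fibroblast), 3 (X-linked), 2 (p53) and 1 (stress), CASP pluripotency intervals within -1 to 1 became 16, and Tap1 reversed to -0.23. With all 13 libraries in one fit, the X-linked count became 2. With RLE factors, the interferon count became 1, as with protein-coding genes only. Without CASP #F4 and #F6, castaneus counts became 27 (pluripotency) and 7 (trophoblast). Without genes of chromosomes 2 and 8 they became 1 (endoderm), 3 (ectoderm) and 3 (fibroblast). With a pseudocount of 0.1, the 2-cell-like score difference between sexes became -1.22 (exact permutation p = 0.0476).

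With each library left out in turn, calls ranged from 8802 to 11370 (ntESC against fibroblasts), 2924 to 7719 (CAST), 3688 to 7651 (CASP), 4639 to 6449 (CASP against CAST), 2994 to 7851 (castaneus) and 8 to 13 (sex). Pluripotency genes called ranged from 38 to 44, 12 to 25, 12 to 27, 26 to 30 and 11 to 26 in the first 5 of these. Their intervals within -1 to 1 ranged from 16 to 29, 15 to 25, 21 to 24 and 20 to 29 in the 4 strain comparisons. Germ-layer and trophoblast genes ranged from 25 to 34 (fibroblasts) and 8 to 23 (castaneus). Core counts ranged from 16 to 16, 4 to 8, 3 to 10 and 10 to 12, naive from 13 to 14, 5 to 10, 4 to 10 and 9 to 10, and formative from 9 to 14, 2 to 7, 3 to 8 and 6 to 8 (fibroblasts, CAST, CASP, CASP against CAST).

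Against fibroblasts, list counts ranged from 5 to 15 (2-cell-like), 4 to 7 (endoderm), 8 to 9 (mesoderm), 9 to 11 (ectoderm), 4 to 8 (trophoblast), 19 to 19 (fibroblast), 8 to 11 (leukocyte), 14 to 19 (imprinted) and 13 to 13 (germline). In castaneus lines they ranged from 2 to 9 (2-cell-like), 1 to 3 (endoderm), 2 to 8 (mesoderm), 3 to 7 (ectoderm), 0 to 6 (trophoblast), 1 to 5 (fibroblast), 6 to 15 (imprinted), 3 to 4 (DNA methylation), 2 to 8 (germline), 2 to 5 (FGF-MAPK), 2 to 7 (Wnt), 1 to 7 (X-linked), 4 to 9 (p53), 3 to 7 (MHC), 0 to 3 (interferon), 1 to 8 (mitochondrial), 2 to 4 (stress) and 1 to 1 (reference). Between sexes they ranged from 0 to 1 (2-cell-like), 0 to 0 (X-linked) and 5 to 5 (Y-linked).

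With sex permuted within strain, the share of distance by sex stayed at 4.74% and the 2-cell-like score difference at -0.51, each with an exact permutation p of 0.0278, and the score did not pass over the 23 lists (adjusted p = 0.319). With each library left out in turn, the share of distance ranged from 81.2 to 86.4% for strain and 5.17 to 8.75% for sex. Score differences ranged from -0.41 to -0.27, 0.31 to 0.45 and 0.66 to 0.77 (core; CAST and CASP against B6D2F1, CASP against CAST), -0.26 to -0.18, -0.53 to -0.47 and -0.33 to -0.24 (naive), 0.06 to 0.17, 0.13 to 0.21 and -0.01 to 0.10 (formative) and -0.63 to -0.29 (2-cell-like, sex). Castaneus against B6D2F1, the score differences were 0.21 and 0.32 (endoderm), 0.57 and 0.64 (mesoderm) and 0.65 and 0.75 (trophoblast) without B6D2F1 #M3 and #F2, where the exact permutation p of 0.111 is the smallest possible. Without the MEF library the change against fibroblasts reversed to 3.13 for Apob, 1.53 for Gata6, 0.99 for Igf2 and 4.06 for H19. Without the TTF library these were -3.91, -3.22, -7.77 and -6.89. Depth limits the 2-cell-like and differentiation lists, many members of which lie near 3 counts per library.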

Differences from the paper's values

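The paper gives no expression value in its text that these data measure. It states that the expression patterns of pluripotency marker genes in CAST and CASP ntESC lines could not be told apart from those of B6D2F1 ntESC or fertilization-derived ESC lines (Fig. 3B). It names no test or threshold for this. Here, at an edgeR adjusted p under 0.05, 21 of 46 listed pluripotency genes differed between CAST and B6D2F1 lines. Between CASP and B6D2F1 lines 25 of 46 differed. Of all 20226 genes tested, 6609 and 7172 were called. The list was written from general knowledge and holds formative and primed genes. It is not the marker set of Fig. 3B, and the ESC library was left out of these tests. The core list's mean log2(CPM + 1) was 7.08 in the ESC, 7.70 in B6D2F1, 7.36 in CAST and 8.08 in CASP lines. For the naive list it was 6.19, 6.90, 6.67 and 6.39. Tdgf1 stood at 94.8 CPM in CAST and 667 CPM in B6D2F1, and Pecam1 at 6.90 CPM in CASP and 145 CPM in B6D2F1. All reads had been aligned to the genome of a laboratory strain, and how far this moved a single gene was not measured. Sox2 was lower in CAST (187 against 329 CPM) and Pou5f1 higher in CASP (908 against 719 CPM). Pou5f1 was not called without B6D2F1 #M3 (adjusted p = 0.0776) or #F2 (0.117), and neither gene with an absolute log2 fold change of at least 1. The test did not pass for other values. Nanog stood at 505, 473 and 510 CPM in B6D2F1, CAST and CASP, Pou5f1 at 798 CPM in CAST and Sox2 at 334 CPM in CASP. The whole 95% interval lay within -1 to 1 on the log2 scale for 26 genes in CAST and 25 in CASP, and outside it for 4 and 4. The counts within fell to 16 in CAST without either B6D2F1 line, and in CASP to 15 without #M3 and 16 with the ESC library in the B6D2F1 group. Among the alternatives set before the data were examined, the fewest of these genes were called with an absolute log2 fold change of at least 1 in CAST, at 11, and in CASP at 12, a number also reached without B6D2F1 #F2.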

Other observations

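Here the tests of pseudogenes in fibroblasts, of sex permuted within strain and of chromosome 2 in the split of lines, and Gm49909 as a named gene, were chosen only after the result was seen.

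Genes read in germ cells and silenced by DNA methylation elsewhere were higher in the 10 ntESC lines than in the fibroblasts in 13 of 14 cases (13 adjusted over the list alone, camera adjusted p = 2.6e-09, and 0.0360 with an estimated correlation). Tex19.1, which restrains transposons, the meiotic gene Hormad1 and the ribosomal retrogene Rpl10l had no fibroblast count and were at least 2753-fold, 1503-fold and 590-fold higher. The RNA-binding germ-cell gene Dazl stood at 305 ± 259 against 0.0658 ± 0.0931 CPM. All 15 genes tested of the 2-cell-like list, read in the 2-cell embryo and in rare ESCs, were called higher (15 adjusted over the list alone), and 5 without the MEF or 5 without the TTF library (camera adjusted p = 0.00627, adjusted p = 0.660 with an estimated correlation). Zscan4f was at least 19.7-fold higher, a call lost without the MEF (adjusted p = 0.137), the TTF (0.136), CAST #M2 (0.0509) or CAST #M8 (0.0501) and by limma (0.0816). Of 13 leukocyte genes, the cell type of the donor nuclei, 10 were lower and 0 higher (10 and 0 adjusted over the list alone, camera adjusted p = 0.0109, adjusted p = 0.472 with an estimated correlation). The immune adaptor gene Tyrobp stood at 0.100 ± 0.164 against 7.57 ± 3.66 CPM and the lysozyme gene Lyz2 at 3.51 ± 1.45 against 175 ± 212 CPM, so fibroblasts are no measure of donor memory here. Of 31 imprinted genes 2 were higher and 14 lower (2 and 14 adjusted over the list alone, camera adjusted p = 0.0344, adjusted p = 0.660 with an estimated correlation). Dlk1 stood at 2.34 ± 0.899 against 170 ± 203 CPM. The falls of Igf2 (-6.82) and H19 (-5.94) turned to 0.99 (adjusted p = 0.307) and 4.06 (adjusted p = 0.0466) without the MEF library.

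In castaneus against B6D2F1 lines 3488 genes were higher and 3480 lower of 20226 tested (2994 and 3280 called without B6D2F1 #M3 or #F2, and 3786 higher and 3005 lower scaled by library size only). Guca1a and Ankrd1 had no count in B6D2F1 and were at least 85.7-fold and 61.4-fold higher, and Dppa3-ps, Rpl10a-ps4 and Rps12-ps10 rose by 9.70, 8.98 and 7.90. Rps15a-ps8, Apoc2, Lncenc1, Ccdc7a and Crisp1 fell by 10.14, 9.38, 9.32, 9.25 and 8.52. List counts of this comparison are to be read against the 3488 higher and 3480 lower of all 20226 genes tested. Of the 46 pluripotency genes 7 were higher and 10 lower (9 and 10 adjusted over the list alone). The 17 called became 11 and 11 without B6D2F1 #M3 or #F2 and 26 without CASP #F6.

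Of 12 targets of the stress factor p53, 8 were higher and 0 lower in castaneus lines (8 and 0 adjusted over the list alone), 4 without B6D2F1 #M3 (camera adjusted p = 0.0147, adjusted p = 0.822 with an estimated correlation). The cell-cycle inhibitor gene Cdkn1a stood at 309 ± 45.2 against 114 ± 12.4 CPM and Ccng1 at 444 ± 73.6 against 182 ± 47.0 CPM, but the ESC library, of B6D2F1 itself, had 244 and 577 CPM. Plk2 rose by 1.25 (not called without #M3, adjusted p = 0.0995) and Phlda3 by 1.06. With the ESC library in the B6D2F1 group, the changes of Ccng1, Plk2 and Phlda3 were 0.48, 0.04 and 0.50, and none was called (adjusted p = 0.280, 0.962 and 0.162). Of 15 genes of the 2-cell-like list 6 were lower (7 adjusted over the list alone), 2 without #M3 (camera adjusted p = 0.00186, adjusted p = 0.693 with an estimated correlation). Zscan4c stood at 0.352 ± 0.341 against 4.69 ± 4.48 CPM and Zscan4f at 0.527 ± 0.543 against 5.66 ± 4.33 CPM. Of 9 genes of the MHC class I pathway 4 were higher and 2 lower (5 and 2 adjusted over the list alone), 3 and 3 called without #M3 or #F2. The activator gene Nlrc5, on the chromosome 8 raised in CASP #F4, rose by 3.68, the peptide transporter gene Tap1 by 1.72 (adjusted p = 0.0535 without #M3) and Psmb8 by 3.19 (adjusted p = 0.185 without #F2), and H2-K1 fell by 1.41. With the ESC library in the B6D2F1 group, Tap1 changed by -0.23 (adjusted p = 0.795) and Psmb8 by 1.31 (adjusted p = 0.216). Of 9 interferon response genes 2 were higher (1 adjusted over the list alone). With 1 line left out, 0 were called without #M3, and 1 without B6D2F1 #F2, CAST #M2, #M8 or #F2, or CASP #M3 or #M5. Rsad2 rose by 2.00 (adjusted p = 0.0621 without B6D2F1 #M3, and 1.02 with an adjusted p of 0.0995 with the ESC library in the B6D2F1 group).

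Of 31 imprinted genes 7 were higher and 7 lower (7 and 7 adjusted over the list alone), 6 and 7 called without #M3 or #F2. Airn rose by 2.60 (adjusted p = 0.0682 without #F2) and Inpp5f by 2.52. Of 9 genes of DNA methylation 1 was higher and 3 lower (1 and 3 adjusted over the list alone): the methyltransferase gene Dnmt3a rose by 1.00, and the demethylase gene Tet3 fell by 0.84 with an adjusted p of 0.0469. The Tet3 call was lost without B6D2F1 #M3 or #F2, where the change became -1.15 and -0.45. It was also lost without CAST #M2, #M8 or #F1, or CASP #M5 or #F4 (edgeR adjusted p = 0.0689, 0.0770, 0.0693, 0.0549 and 0.0632). Neither limma (adjusted p = 0.0658) nor edgeR with library size only (0.0657) called it. Of 14 germline genes 5 were higher and 2 lower (5 and 2 adjusted over the list alone), 2 and 4 called without #M3 or #F2. Sycp3 rose by 3.30 and Mael fell by 2.28 (adjusted p = 0.0572 without #M3). Of 10 FGF-MAPK feedback genes 1 was higher and 3 lower (1 and 3 adjusted over the list alone), 2 called without #M3. Etv4 fell by 2.13 and Dusp4 rose by 1.89. Of 11 Wnt targets 4 were higher and 1 lower (4 and 1 adjusted over the list alone), 2 and 2 called without #M3 or #F2. Notum fell by 4.85. Of 20 X-linked genes 0 were higher and 6 lower (0 and 5 adjusted over the list alone), 1 and 1 called without #M3 or #F2. Ogt fell by 0.61, a call lost without #F2 (-0.57). Against the male lines of its strain, the median ratio of X-linked genes was 1.25 in B6D2F1 #F2. It was 0.97 to 1.37 in the castaneus female lines, and a sex covariate common to all strains does not absorb this.

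Of 13 mitochondrially encoded genes 4 were higher (3 adjusted over the list alone), 2 and 1 without #M3 or #F2 and 8 without CASP #M3. The gene mt-Nd2 rose by 0.73. Of 8 immediate stress genes 3 were higher (3 adjusted over the list alone), with Atf3 up by 1.92. Of 6 reference genes 1 was lower (1 adjusted over the list alone, camera adjusted p = 0.00186, adjusted p = 0.191 with an estimated correlation). That gene, Gapdh, stood at 79.5 ± 39.3 against 673 ± 81.2 CPM and at 67.4 and 36.6 CPM in the MEF and TTF libraries. Whether Gapdh reads were assigned to other copies of the gene was not measured. Where a set call by camera is given with both correlations in these comparisons, those of the core, naive, fibroblast and germline lists against fibroblasts held with an estimated correlation, as did those of the Y-linked and 2-cell-like lists between the sexes.

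Processed pseudogenes, copies of mature RNAs in the genome, were often higher in castaneus lines: 675 of 1900 were higher and 203 lower, against 2421 and 2890 of 15561 protein-coding genes. Reads shared between a parent gene and its copies, where castaneus differs from the reference, may contribute: of 332 parents found, 31.0% were lower, against 20.4% in expression-matched genes (95% of sets 16.3 to 24.4%). That share lay above the highest of 1000 matched sets (27.1%) and met the prediction written beforehand for shared reads. Of the parents 17.2% were higher, against a mean of 14.3% in the matched sets, so calls were more frequent in both directions. Among the lower parents the median log2 ratio was -0.54, and -0.27 with their pseudogenes added. Parents and pseudogenes were picked by direction, so part of that shift is built in. A parent was found for 539 of the 675 (79.9%), short of an 80% limit set besides that prediction, so the test stays undecided. Of 474 of these pseudogenes with a summed CPM of at least 1 in the fibroblast libraries, 84.6% were higher in the CAST than in the B6D2F1 fibroblast library (49.4% of protein-coding genes), which argues against regulation particular to pluripotent cells. A strain difference in their transcription stays open and was not tested.

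Between the 5 female and 5 male ntESC lines, 1 gene was higher and 9 lower of 20226 tested (1199 at an unadjusted p under 0.05; 41 and 55 by DESeq2, 0 and 8 by limma). The 9 lower genes lie on the Y chromosome. Uba1y, Eif2s3y, Zfy2 and Zfy1 had no count in female lines and were at least 1212-fold, 803-fold, 140-fold and 47.0-fold lower. Ddx3y stood at 0.123 ± 0.101 against 61.7 ± 18.6 CPM and Uty at 0.0965 ± 0.0760 against 19.9 ± 3.29 CPM. The higher gene, Gm49909 on chromosome 17 (adjusted p = 0.0364), was named after its values were seen. It stood at 21.8 ± 26.4 CPM and at 0 in the male lines, and no gene was higher without CAST #M2, CAST #M8 or CASP #M3, without the strain covariate, by limma or with autosomal genes only. Zfy1 was not called without the strain covariate (adjusted p = 0.392). Of 6 Y-linked genes in the list 5 were lower (6 adjusted over the list alone). Of 20 X-linked genes 0 passed by edgeR, with 6 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma (1 higher adjusted over the list alone, camera adjusted p = 1.8e-05, adjusted p = 0.437 with an estimated correlation), with Hdac6 at 0.37 (adjusted p = 0.363). The ratio of the X-linked to the autosomal median was 0.768 ± 0.174 in female and 0.640 ± 0.0534 in male lines for genes with a mean CPM of at least 1, and 0.881 ± 0.126 and 0.754 ± 0.0122 at 5. The female lines were not alike: CASP #F6 had 0.515 and 0.719, below every male line. Against the male lines of its strain, the median ratio of X-linked genes was 1.37 in CAST #F2 and 1.25 in B6D2F1 #F2. It was 1.10 in CAST #F1, 1.07 in CASP #F4 and 0.97 in CASP #F6. The pooled female mean thus hides a difference between lines, the cause of which was not tested. Of 15 genes of the 2-cell-like list 0 passed by edgeR, with 13 at an unadjusted p under 0.05, 3 by DESeq2 and 0 by limma (13 lower adjusted over the list alone), and 1 without CAST #F1. As a set they were lower in female lines with an estimated correlation (camera adjusted p = 2.0e-22, and 0.0229 with that estimate). Zscan4c changed by -2.17 (adjusted p = 0.176, and 0.0145 without CAST #F1). The list score differed by -0.51 (exact two-sided permutation p = 0.0556, 0.639 adjusted over 23 lists). With 1 line left out it was -0.63 without CASP #M5 (exact permutation p = 0.0238), -0.59 without B6D2F1 #F2 (0.0397) and -0.29 without B6D2F1 #M3 (0.0873), with p up to 0.111. Each female line lay below each male line of its strain: 0.74 against 1.82 in B6D2F1, 0.53 and 0.50 against 0.85 and 0.84 in CAST, and 0.25 and 0.14 against 0.72 and 0.48 in CASP. With sex permuted within strain, the exact p was 0.0278, the smallest possible, and 0.319 adjusted over the lists.

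For the 6390 genes called between CASP and CAST, of 35 splits of the 8 lines into 4 and 4, 1 called as many, the real one, and the highest of the others called 2. For the 10 genes between the sexes, 2 of 60 splits drawn called as many (the real one included). The highest other split called 405 genes. It set B6D2F1 #M3 and #F2 and CASP #M3, #M5 and #F4 together, which with strain as a covariate sets CASP #F6 against the other CASP lines. Of those genes, 203 (50.1%) lie on chromosome 2, which holds 7.48% of the genes tested, and the split called 70 without genes of chromosome 2. Genes of chromosome 2 thus make up part of that count, and the rest stays open.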
